# Analysis of Age-Dependent Transcriptomic Changes in Response to Intracerebral Hemorrhage in Mice

**DOI:** 10.3389/fnmol.2022.908683

**Published:** 2022-05-23

**Authors:** Xinhui Li, Wensong Yang, Yiqing Shen, Fangyu Liu, Xin Xiong, Qingyuan Wu, Zhongsong Xiao, Xun Yang, Ruozhi Dang, Anatol Manaenko, Peng Xie, Qi Li

**Keywords:** aging, inflammation, intracerebral hemorrhage, type I interferon, transcriptomics, neurological deficit

## Abstract

Age is a well-known risk factor that is independently associated with poor outcomes after intracerebral hemorrhage (ICH). However, the interrelationship between age and poor outcomes after ICH is not well defined. In this study, we aimed to investigate this relationship based on collagenase-induced ICH mice models. After being assessed neurological deficit 24 h after ICH, mice were euthanized and brain perihematomal tissues were used for RNA-sequencing (RNA-seq). And then the functions of differentially expressed genes (DEGs) identified by RNA-seq were analyzed using Gene Ontology (GO) analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, Ingenuity Pathway Analysis (IPA) and protein-protein interaction (PPI) analysis. In addition, we performed real-time quantitative polymerase chain reaction (RT-qPCR) for validation of candidate DEGs. In the behavioral tests, aged mice presented significantly worse neurological function than young mice and greater weight loss than aged sham controls 24 h after ICH. In DEGs analysis, ICH affected the expression of more genes in young mice (2,337 DEGs) compared with aged mice (2,005 DEGs). We found aged mice exhibited increased brain inflammatory responses compared with young animals and ICH induced significant activation of the interferon-β (IFN-β) and IFN signaling pathways exclusively in aged mice. Moreover, further analysis demonstrated that ICH resulted in the activation of cytosolic DNA-sensing pathway with the production of downstream molecule type I IFN, and the response to type I IFN was more significant in aged mice than in young mice. In agreement with the results of RNA-seq, RT-qPCR indicated that the expression of candidate genes of cyclic GMP-AMP synthase (cGAS), Z-DNA-binding protein 1 (ZBP1), and IFN-β was significantly altered in aged mice after ICH. Taken together, our study indicated that compared to young animals, aged mice exhibit increased vulnerability to ICH and that the differences in transcriptional response patterns to ICH between young and aged mice. We believe that these findings will facilitate our understanding of ICH pathology and help to translate the results of preclinical studies into a clinical setting.

## Introduction

Intracerebral hemorrhage (ICH) is a cerebrovascular disease with high mortality (Schrag and Kirshner, 2020). Although ICH accounts for only 10–20% of stroke cases, it has a 30-day mortality rate of up to 50% and a high morbidity rate, making the disease a major health problem in our increasingly aging population (An et al., 2017; Cordonnier et al., 2018).

Aging describes physiological progressive functional decline at the molecular and systemic levels. Age has a significant effect on internal immunoinflammatory responses to acute injury and might induce chronic brain dysfunction (Sinha et al., 2014; Bilkei-Gorzo et al., 2017). The previous studies reported that age results in impaired immunity, including the loss of naive T cells and the accumulation of NK cells (Smithey et al., 2018; Jin et al., 2021). In acute brain injury after neurological disorder, such as ICH, subarachnoid hemorrhage and ischemic stroke, active immune cells and secreted proinflammatory factors comprise a coordinated and comprehensive network (Xue and Yong, 2020). In response to injury signals, brain intrinsic active neuroglia and vascular endothelial cells recruit peripheral circulating monocytes and neutrophils accelerating blood-brain barrier disruption as well as exacerbating brain edema (Askenase et al., 2021). A recent study suggested that the age-related increase in peripheral CCL12 expression plays an important role in aggravating brain injury in an experimental ICH model (Huang et al., 2020). However, the details of the age-related response to ICH in the brain are still unclear.

In recent years, numerous drugs have been shown to be efficacious in preclinical models of ICH, but the great majority of them have failed in clinical trials (Selim et al., 2018; Bai et al., 2020; Ren et al., 2020). This may be because most of the preclinical data were acquired in young rodent models of ICH. However, patient age is an important factor that significantly affects outcomes after ICH (Pasi et al., 2021). Therefore, we hypothesized that the senescence-associated changes that occur in the brain after ICH can be more precisely modeled in old animals than in young ones. In clinical studies, an increasing ICH incidence rate was identified in patients above 75 years old (Lioutas et al., 2020). Moreover, senescence-associated pathologic alterations were recently observed in studies on ICH (Wang et al., 2019; Kinoshita et al., 2020). For example, a study on haptoglobin gene knockout mice demonstrated that some interesting changes were displayed in young groups exclusively, including less striatal microgliosis, thalamic astrogliosis and brain damage at later timepoint (Leclerc et al., 2019). However, few researchers have explored the effect of age on the development of brain injury after ICH. Thus, clarifying the mechanisms underlying the development of more severe senescence-associated brain injury following ICH is of profound therapeutic significance.

RNA sequencing (RNA-seq) is a useful tool for functional and global transcriptomic analysis. Recently, the expression of monocyte-related genes in swine models within the first 6 h after ICH was analyzed by RNA-seq (Walsh et al., 2019). Evidence from RNA-seq analysis demonstrated the cross-talk between specific monocyte subsets and vascular smooth muscle cells contributes to the detrimental pathological changes after ICH (Winkler et al., 2022). In another, RNA-seq revealed that myelin and oligodendroglia-related genes showed the most robust alterations in the aged mouse brain (Rivera et al., 2021). However, few animal experiments have employed aged animal models for RNA-seq in ICH-related studies. Therefore, we aimed to investigate the relationship between aging and ICH at the gene level by RNA-seq.

## Materials and Methods

### Animals

Aged (20–22 months, *n* = 18) and young (8–10 weeks, *n* = 17) male C57BL/6 mice were obtained from the Animal Experimental Center of Chongqing Medical University. The mice were housed in a specific pathogen-free environment at a constant temperature (23 ± 2°C) and under appropriate lighting conditions (12-h light-dark cycle). The animals had free access to food and water. Institutional ethics committee approval was obtained for the present study. All experimental procedures complied with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize the suffering of the mice. One young animal and two aged animals died and were excluded from the study. The animals were divided into four groups: the young sham, young ICH, aged sham, and aged ICH groups (eight animals per group).

### Intracerebral Hemorrhage Model

The experimental flowchart is shown in Figure 1A. In this study, a model of collagenase-induced ICH was employed (Bobinger et al., 2020). The mice were anesthetized by inhalation of 4–5% isoflurane, and anesthesia was maintained with 1.5–2% isoflurane. An incision was made in the scalp to expose bregma. Then, the mouse was placed in the prone position, and its head was fixed in a stereotaxic frame (Rivard, Shenzhen, China). ICH was induced by infusion of sterile collagenase IV (Sigma, St. Louis, MO, United States). A small burr hole was created (from bregma: 0.6 mm anterior and 2.3 mm to the right), and a Hamilton needle (Hamilton, Bonaduz, Switzerland) was inserted to a depth of 3.7 mm. Then, 0.075 U of collagenase (dissolved in 0.4 μl of sterile saline) was infused into the right basal ganglia at a rate of 0.5 μl/min using a microinfusion pump (Rivard, Shenzhen, China). The needle was left in place for 5 min before being retracted at a rate of 1 mm/min. After the needle was retracted, the incision was sutured, and the mice were allowed to recover. Sham-operated mice underwent all surgical procedures, but received injection of 0.4 μl sterile saline. The body weight of each animal was measured before and 24 h after the operation.

**FIGURE 1:**
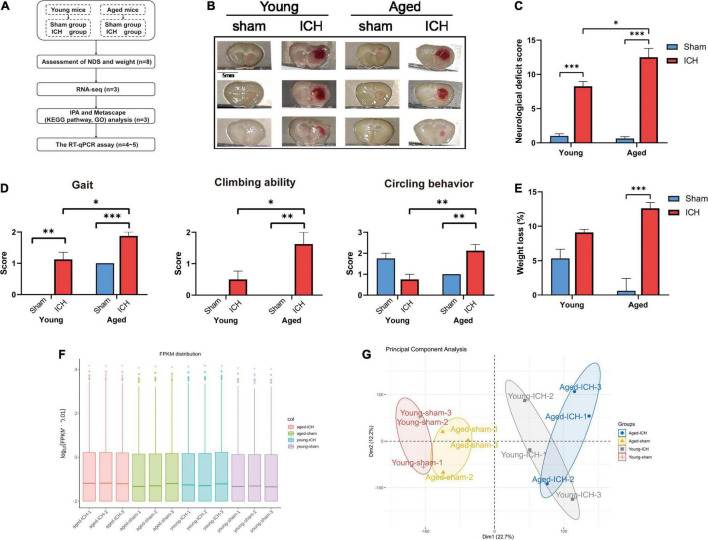
Experimental protocols, sampling regions, the results of behavioral tests, quantification and quality control of RNA sequencing data. **(A)** Experimental flowchart. ICH, intracerebral hemorrhage; NDS, neurological deficit score; RNA-seq, RNA-sequencing; IPA, ingenuity pathway analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes; GO, gene ontology; RT-qPCR, real-time quantitative polymerase chain reaction. **(B)** Representative macrographs of coronal brain sections and sampling regions (marked with red traces) from the four groups. **(C)** Compared to sham surgery, ICH induced significant neurological dysfunction in both aged and young animals (*n* = 8); Compared to young mice, ICH induced more severe neurological deficits in aged mice. **(D)** The comparison of gait, climbing ability, and circling behavior scores between aged and young mice. **(E)** Body weight was significantly decreased in aged mice with ICH compared with aged sham mice (*n* = 8). **(F)** The box plot of fragments per kilobase of transcript sequence per millions mapped reads (FPKM) distribution per sample. **(G)** The principal component analysis plot of mRNA expression in the four groups (*n* = 3). Dim, dimension. The behavioral data were shown as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Behavioral Tests

Twenty-four hours after ICH, the neurological deficits of the mice were assessed by the neurological deficit score (NDS) using seven subtests that evaluated body symmetry, gait, climbing ability, circling behavior, forelimb symmetry, compulsive circling behavior, and whisker reactivity (Clark et al., 1997). Performance on all subtests was scored on a scale of 0–4, with a maximum score of 28, indicating the most severe neurological dysfunction.

### Sampling

Anesthetized mice were perfused intracardially with 10–20 ml 4°C phosphate-buffered saline. The whole brains were immediately extracted and cut into 5–6 equally spaced coronal sections (1 mm thick). Representative macrographs of coronal brain sections from each group and the regions of sampling are shown in Figure 1B. Perihematomal tissues in ipsilateral caudate putamen were carefully dissected and collected from slices in which the hematoma was visible on an ice-cold plate and snap-frozen in liquid nitrogen. Corresponding tissues were harvested from sham control slices and frozen in the same way. Finally, all samples were stored in a −80°C freezer until use.

### Transcriptomics

Perihematomal tissues from two or three mice were pooled as one biological sample to reduce individual differences; thus, there were three biological replicates per group (Conesa et al., 2016; Gong et al., 2019). Three micrograms of RNA from each sample was used for transcriptomic analysis. The RNA concentration was quantified using a Qubit^®^ RNA Assay Kit with a Qubit^®^ 2.0 Fluorometer (Life technologies, Carlsbad, CA, United States), and RNA integrity was analyzed on an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, Calif, CA, United States). The paired-end sequencing library was constructed using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Beverly, MA, United States), and each sample was assigned an index code. Next, the RNA was reverse transcribed into cDNA, and cDNA fragments with a length of 250–300 bp were screened using the AMPure XP system (Beckman Coulter, Beverly, MA, United States). The cDNA was then amplified by polymerase chain reaction (PCR), and the PCR products were subsequently purified on the AMPure XP system. The sequencing library was assessed using the Agilent Bioanalyzer 2100 system and then clustered accordingly. The library was loaded in an Illumina platform sequencer for 125/150 bp paired-end sequencing.

Raw data were processed into clean reads after deleting reads of low-quality and reads with ploy-*N* or adapter using in-house perl scripts. Then clean paired-end reads were matched to the reference genome based on gene annotation data from Ensembl database (version: GRCm38.p6, Mus Musculus.GCF_000001635.26) using Hisat2 (v2.0.5). Expression levels of genes were quantified through FeatureCounts v1.5.0-p3 and presented as FPKM (Fragments Per Kilobase of transcript sequence per Millions mapped reads). A principal component analysis (PCA) algorithm was used, and the differences in mRNA expression among groups were assessed. DEGs were identified by DESeq2 R package (v1.16.1), which analyzed data according to negative binomial distribution. Fold change (FC) > 1.5 and <0.67 (the reciprocal of 1.5) with a *P*-value < 0.05 were used as the thresholds for identifying upregulated and downregulated differentially expressed genes (DEGs) between selected groups according to previous studies (Den Low et al., 2019; Wang et al., 2020).

### Bioinformatics Analysis

For identification of overlapping DEGs between different comparisons, a Venn diagram tool was used.^1^ To identify the genes that showed an age-ICH interaction, we identified two additional gene sets that were significantly affected by ICH in the aged group (Table 1). In the two gene sets, the FC of each gene in the aged ICH group (vs. aged sham controls) was at least 1.5 times that of the young ICH group (vs. young sham controls) or less than 0.67 times that in the young ICH group (vs. young sham controls). Volcano plots and heatmaps showing the DEGs were presented. The subsequent functional enrichment analysis was based on DEGs. Omics data were uploaded to the Metascape database (Zhou et al., 2019)^2^ for Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and uploaded to the Ingenuity Pathway Analysis (IPA) software^3^ (IPA^®^, Qiagen, Redwood City, CA, United States) for pathway enrichment. The significantly enriched pathways and GO terms were identified by *P* < 0.01. A z-score > 2 was consider as the criterion of the activated pathway in IPA analysis. Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database 11.5^4^ were used for protein-protein interaction (PPI) analysis. Confidence score was set as >0.4 to identify the DEGs for constructing PPI networks, which were visualized in Cytoscope software 3.8.2^5^ (Shannon et al., 2003). Then Molecular Complex Detection (MCODE) and CytoNCA plug-in were performed to access clustered modules and degree centrality, respectively^6^ (Bader and Hogue, 2003). In module analysis, the parameters were set as a degree cutoff of 2, node score cutoff of 0.2, k-core of 2 and maximum depth of 100, and the functions of the nodes from modules were investigated in DAVID database 6.8^7^ (Dennis et al., 2003).

**TABLE 1:** The two additional gene sets used for enrichment analysis.

Number	Gene sets	The criterion
1	“More upregulated in the aged ICH group”	(1) FC (aged ICH vs. sham) > 1.5, *P* < 0.05 (2) log_2_FC (aged ICH vs. sham) − log_2_FC (young ICH vs. sham log_2_FC) > log_2_1.5
2	“More downregulated in the aged ICH group”	(1) FC (aged ICH vs. sham) < 0.67, *P* < 0.05 (2) log_2_FC (aged ICH vs. sham) − log_2_FC (young ICH vs. sham) < log_2_0.67

### Real-Time Quantitative Polymerase Chain Reaction

Total mRNA was extracted from each sample (young sham, *n* = 5; young ICH, *n* = 4; aged sham, *n* = 4; aged ICH, *n* = 4) with TRIzol (Invitrogen, Carlsbad, CA, United States). For mRNA transcription, the PrimeScript^®^ RT Reagent Kit (RR047A, Takara, Shiga, Japan) and a Bio-Rad T100 thermal cycler (Bio-Rad, United States) were used. RT-qPCR was performed by using SYBR^®^ Premix Ex Taq™ II (RR820A, Takara, Shiga, Japan) on a Light Cycler 96 system (Roche, Mannheim, Germany). The reactions were performed in a volume of 20 μL following the manufacturer’s instructions. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was chosen as an internal control. The comparative CT method (2^–ΔΔCT^) was used to analyse the data. The sequences of the primers (Sangon Biotech, Shanghai, China) used for RT-qPCR are shown in Table 2.

**TABLE 2:** Primers used for real-time quantitative polymerase chain reaction (RT-qPCR).

Gene		Primers (5′–3′)
GAPDH	Forward	AGGTCGGTGTGAACGGATTTG
	Reverse	TGTAGACCATGTAGTTGAGGTCA
cGAS	Forward	GAGGCGCGGAAAGTCGTAA
	Reverse	TTGTCCGGTTCCTTCCTGGA
STING	Forward	GGTCACCGCTCCAAATATGTAG
	Reverse	CAGTAGTCCAAGTTCGTGCGA
TBK1	Forward	ACTGGTGATCTCTATGCTGTCA
	Reverse	TTCTGGAAGTCCATACGCATTG
IRF3	Forward	GAGAGCCGAACGAGGTTCAG
	Reverse	CTTCCAGGTTGACACGTCCG
IRF7	Forward	GAGACTGGCTATTGGGGGAG
	Reverse	GACCGAAATGCTTCCAGGG
ZBP1	Forward	AAGAGTCCCCTGCGATTATTTG
	Reverse	TCTGGATGGCGTTTGAATTGG
IFN-α	Forward	AAGCCATCCCTGTCCTGAGTGAG
	Reverse	TTGTATTCCATGCAGCAGATGAGTCC
IFN-β	Forward	CTGGGTGGAATGAGACTATTGT
	Reverse	AAGTTCCTGAAGATCTCTGCTC

### Statistical Analysis of the Behavioral and Polymerase Chain Reaction Results

All statistical analyses were performed using the commercially available software SPSS 23.0 (IBM, Armonk, NY, United States). The data are expressed as the mean ± SEM. First, the normality of data from four groups and differences in variance between groups were checked. For comparisons of two groups, independent-sample *t*-test was used to analyse normally distributed data and the Mann–Whitney *U*-test was used for nonparametric analysis. For comparisons of multiple groups, one-way ANOVA following by the Bonferroni *post hoc* test was used to analyse normally distributed data, and the Kruskal-Wallis test followed by Dunn’s multiple comparisons test was used for nonparametric analysis. The level of significance was set at *P* < 0.05.

## Results

### Intracerebral Hemorrhage Induced More Severe Neurological Dysfunction in Aged Mice Than in Young Mice

The neurological functions of the animals were evaluated by NDS. Significant neurological dysfunction was observed in both aged and young mice with ICH compared to their respective sham controls (Figure 1C; *P* < 0.001). Post-ICH neurological deficits were significantly more severe in aged mice than in young mice (Figure 1C; *P* < 0.05). After ICH, the scores of the aged mice in the gait, climbing ability, and circling behavior subtests were significantly worse than those of young mice (Figure 1D; *P* < 0.05). Before surgery, the weight of the aged mice was significantly higher than that of the young mice (*P* < 0.001). Aged mice with ICH (*P* < 0.001), but not young mice with ICH (*P* > 0.05), presented more significant weight loss than their respective sham controls, and there was no significant difference in weight loss between aged mice and young mice after ICH (Figure 1E; *P* > 0.05).

### Both Aging and Intracerebral Hemorrhage Induced Changes in mRNA Expression

We acquired more than 85 million of clean sequence reads in average among 12 samples and the sequencing depth, quality and the rates of alignment were presented in Sheet 1 of Supplementary Table 1. 

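The RNA-seq libraries came from 12 samples in 4 groups, young sham, young ICH, aged sham and aged ICH, with 3 samples in each. Young mice were 8 to 10 weeks old and aged mice 20 to 22 months old, all male C57BL/6. ICH was induced by injecting 0.075 U of collagenase, an enzyme that breaks down the walls of small vessels, in 0.4 µl into the striatum. Tissue around the hematoma was taken 24 h after surgery, and each sample pooled tissue from 2 to 3 mice, so that the spread between samples is a spread between pools and not between single animals. The authors aligned the paired reads to the mouse genome (GRCm38) with Hisat2, counted them per gene with FeatureCounts, and deposited the raw count of each gene together with its FPKM (fragments counted on it, scaled to its transcript length and to the mapped fragments of the sample). Whether the counting used the strand of the reads, and how reads that align to several places were treated, is not given in the sources used here. Values of overlapping genes and of genes with near-identical copies are therefore uncertain. The table lists 54833 genes, of which 387 carry a number given by the authors and no name, and 14946 had no count in any sample. The paper reports clean reads, whereas the values here rest on the reads counted on genes. These totalled 31490195 to 37785160 per young sham sample (median 33074653), 29861058 to 33943437 per young ICH sample (median 30659896), 30176744 to 33427245 per aged sham sample (median 30932079) and 28410896 to 34657968 per aged ICH sample (median 30822637). The 10 most highly counted genes took 5.76 to 8.5% of a sample's counts. From the counts, edgeR's quasi-likelihood test was run on all 12 samples in a model with the 4 groups, after normalization by the TMM method, for the 21495 genes that passed edgeR's expression filter with a minimum count of 10. DEGs were defined as in the paper, by FC > 1.5 or FC < 0.67 and an unadjusted *P* under 0.05, and *P* values adjusted by the Benjamini-Hochberg method are given beside them. The interaction of age and ICH, which is the ICH response of aged mice minus that of young mice, was tested in the same model. Lists of genes were tested with limma's fry, with adjustment over the 45 lists tested in each comparison.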

The box plot presented the distribution of mRNA expression levels by FPKM among four groups (Figure 1F). 

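The median FPKM over all genes with a value above 0 in a sample lay between 0.893 and 0.958 in the young sham group, 0.982 and 1.08 in the young ICH group, 0.943 and 1.01 in the aged sham group and 0.963 and 1.04 in the aged ICH group. The lower quartile ranged from 0.133 to 0.165 over the 12 samples and the upper quartile from 5.51 to 6. An FPKM of at least 1 was reached by 14663 to 14745 genes in young sham samples, 15159 to 15624 in young ICH samples, 14912 to 15311 in aged sham samples and 15477 to 15665 in aged ICH samples. The ICH samples of each age thus all had more genes at or above this level than the sham samples of that age. The TMM normalization factors ranged from 0.954 to 1.04.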

As demonstrated in the PCA plot (Figure 1G), the mRNA profiles of the four groups, i.e., the young sham, young ICH, aged sham, and aged ICH groups, were different. 

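Principal components were computed from log2(FPKM + 1) of the 39887 genes with a value in any sample, each gene scaled to unit variance. PC1 held 23.4% of the variance and PC2 12.3%. Along PC1 the group means were −112.6 ± 18.2 for young sham, −61.2 ± 19.6 for aged sham, 67 ± 34.9 for young ICH and 106.8 ± 30.9 for aged ICH (SD, n = 3 each). Along PC2 the spread within a group was larger than the differences between groups, with means of 10.9 ± 52.9, −13.5 ± 43.2, −17 ± 102.7 and 19.6 ± 101.9 in the same order. Over all scaled genes, the mean distance between samples of different groups was divided by the mean distance between samples of the same group. This ratio was 1.154 for young ICH and young sham, 1.132 for aged ICH and aged sham and 1.058 for aged sham and young sham. In each of these comparisons no other division of the 6 samples gave a larger ratio (exact permutation test, *P* = 0.1, the smallest that 3 samples against 3 allow). Another division gave a larger ratio (exact permutation test, *P* = 0.2) for aged sham and young sham with the 500 genes of the largest variance and without young sham replicate 3 or aged sham replicate 3, for young ICH and young sham without young sham replicate 2, and for aged ICH and aged sham without aged sham replicate 1 or 2. For aged ICH and young ICH the ratio was 1.016 (exact permutation test, *P* = 0.3), so the ICH groups of the 2 ages were not separated beyond their own spread. The 2 ratios of ICH and sham moved most when only the 500 genes with the largest variance were used, to 1.412 for young mice and 1.487 for aged mice. That of the sham groups ranged from 1.033 without young sham replicate 3 to 1.084 without aged sham replicate 1, and that of the ICH groups from 1 without young ICH replicate 1 to 1.037 without young ICH replicate 2.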

Complete coordinate information for the 12 samples in the PCA plot is shown in Sheet 2 of Supplementary Table 1. 

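The largest difference between a sample's coordinate computed here and the one the paper lists was 8 along PC1, over a range of 266.9, and 20.5 along PC2, over a range of 219.2.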

The mRNA profiles of ICH group were different compared with respective sham controls in young/aged mice, and gene expression patterns were different between young mice and aged mice in sham/ICH groups. 

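Of the 21495 genes tested with edgeR, 33.2% had an unadjusted *P* under 0.05 between young ICH and young sham and 28.9% between aged ICH and aged sham. The share was 12.3% between aged sham and young sham and 9.54% between aged ICH and young ICH. Chance alone gives 5% on average. The difference made by ICH was thus seen in more genes than the difference made by age, in which most of the single genes did not pass the adjustment for multiple tests. Genes vary together within a sample, so a share above 5% does not exclude chance. In fits of 6 samples, divisions other than by age gave up to 612 DEGs among sham and 1076 among ICH samples. The division by age gave 730 and 669. Correlations of log2 CPM between samples of one group, computed across genes, which are not independent replicates, were 0.988 to 0.990 in young sham, 0.986 to 0.991 in aged sham, 0.977 to 0.985 in young ICH and 0.983 to 0.989 in aged ICH.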

The above results ensured the reliability of subsequent bioinformatics analysis. To gain insight into the variation in expression profiles of DEGs between groups, we constructed heatmaps by unsupervised hierarchical clustering analysis (Figure 2). We found that the samples from the four groups clustered together upon selected pairwise comparisons. 

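Hierarchical clustering of the 6 samples in each comparison was repeated on the DEGs found with edgeR, and the tree was divided into 2 branches. On the 799 DEGs of aged sham vs. young sham, the 2612 of young ICH vs. young sham, the 2164 of aged ICH vs. aged sham and the 756 of aged ICH vs. young ICH, 6 of 6 samples fell in the branch of their own group. These genes were chosen for a difference between the same groups, so the separation on them is not independent of the choice. On all genes tested, without a choice, 6 of 6 samples fell with their group in both comparisons of ICH with sham, 5 of 6 in the comparison of the sham groups and 4 of 6 in the comparison of the ICH groups.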

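After Benjamini-Hochberg adjustment of the edgeR test, 21 genes passed an adjusted *P* of 0.05 between aged sham and young sham (19 higher and 2 lower in aged mice), and 11 between aged ICH and young ICH (8 higher and 3 lower). One of the rises in aged sham mice with the smallest *P* was that of AA414992 (ENSMUSG00000113342, chromosome 13, 68181294 to 68182869, an unclassified transcript in the annotation), which was at 0 CPM in 2 young sham samples and 0.0276 CPM in the other, and at 1.06 to 2.36 CPM in aged sham samples (edgeR, adjusted *P* = 0.00132). Pcdhb8 (ENSMUSG00000045876, chromosome 18, 37355121 to 37358604), a protocadherin of a family with closely similar members, rose by a log2FC of 1.51 ± 0.15 (SE, edgeR, adjusted *P* = 0.0025). The neighboring Pcdhb9 rose by 0.86 (edgeR, adjusted *P* = 0.00515) in sham mice and by 0.87 (edgeR, adjusted *P* = 0.00609) in ICH mice. Ide (ENSMUSG00000056999, chromosome 19, 37268743 to 37337852), which encodes the insulin-degrading enzyme, rose from 55.9 to 102 mean CPM between the sham groups, a log2FC of 0.87 ± 0.11 (edgeR, adjusted *P* = 0.00953). Its mean CPM after ICH was 56.2 in young and 85.9 in aged mice, a log2FC of 0.61 (edgeR, adjusted *P* = 0.0929), which fell under the FC criterion without young ICH replicate 1 (0.56) or aged ICH replicate 3 (0.58). Among genes that were lower in aged mice, 9630013A20Rik fell by 2.46 on the log2 scale in sham mice (edgeR, adjusted *P* = 0.00335) and by 3.06 in ICH mice (edgeR, adjusted *P* = 0.00135), and Tnnc1 fell by 2.08 in sham mice (edgeR, adjusted *P* = 0.0122). In each of these comparisons that passed the adjustment, every sample of one group lay above every sample of the other. Ide was singled out after its values were seen.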

The above RNA-seq data suggested that aged mice have different mRNA profiles than young mice and that the DEG data were credible.

**FIGURE 2:**
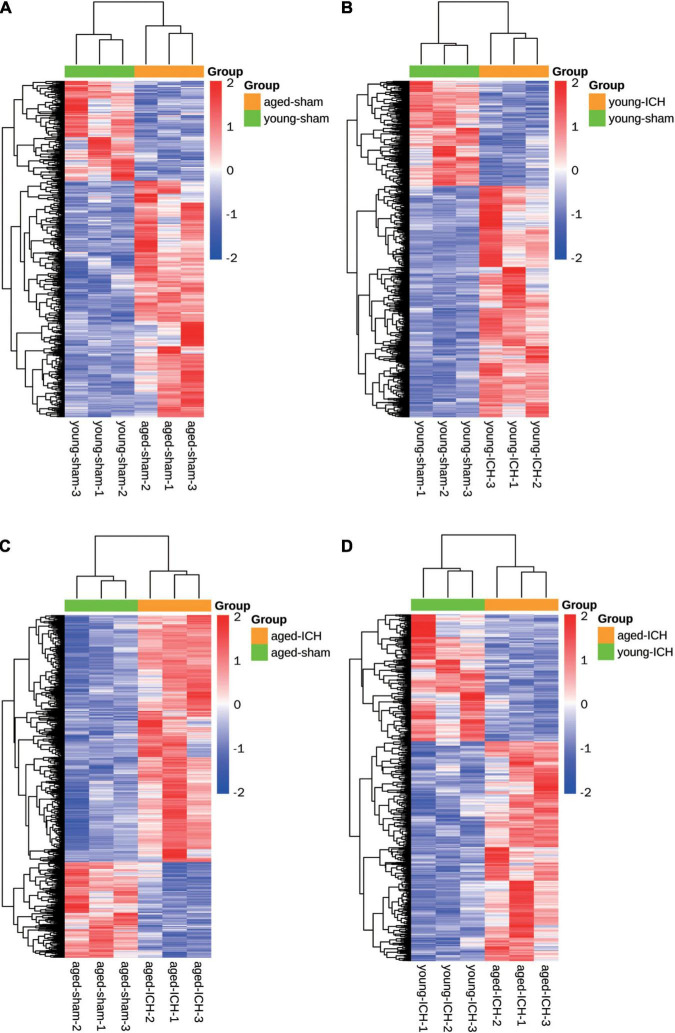
Heatmaps of different pairwise comparisons. The criterion for identification DEGs is FC > 1.5 or FC < 0.67, *P* < 0.05. **(A)** Young sham vs. aged sham. **(B)** Young ICH vs. young sham. **(C)** Aged ICH vs aged sham. **(D)** Aged ICH vs. Young ICH. ICH, intracerebral hemorrhage.

### Differentially Expressed Genes in the Brain Between Aged and Young Mice and Related Functional Analysis

Firstly, we investigated the effect of aging alone on mice by comparing gene expression in aged and young mice after sham surgery. 

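With edgeR, 606 genes were upregulated and 193 downregulated in the aged sham group compared with the young sham group. The median log2FC of the upregulated genes was 0.95 and that of the downregulated genes −0.85. In 642 of these 799 genes, or 80.4%, the 3 samples of one group all lay on one side of the 3 samples of the other, in genes that were selected for a difference between the same samples. Of the settings tried, the adjustment of *P* moved these numbers most, since 19 upregulated and 2 downregulated genes passed it. Without young sham replicate 1 the number of downregulated genes was 292, while the number of upregulated genes stayed between 471 and 707 whichever sample was left out. Among the 799 genes, 32 were listed by the authors without a gene name. Among the genes labelled in Fig. 3A or listed by the paper, Clec7a (chromosome 6, 129461591 to 129472779), a receptor of myeloid cells, had a log2FC of 2.11 ± 0.48 (SE, edgeR, adjusted *P* = 0.164) and S100a9 (chromosome 3, 90692632 to 90695721), a calcium-binding protein of neutrophils, 2.50 ± 0.70 (edgeR, adjusted *P* = 0.221). S100a8 rose by 1.51 ± 0.59 (edgeR, adjusted *P* = 0.332) and no longer met the criteria without young sham replicate 1 (1.07), young sham replicate 3 (1.54) or aged sham replicate 3 (0.85). Ccl6 rose by 0.76 (edgeR, adjusted *P* = 0.271), and by 0.53, under the FC criterion, without aged sham replicate 3.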

We identified 641 DEGs, which included 451 upregulated genes and 190 downregulated genes, in aged sham mice compared with young sham mice (Figures 2A, 3A). 

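The inflammatory response genes that the paper lists for aged sham mice (35 of 36 tested) had a median log2FC of 1.25 between aged sham and young sham. All 35 were higher in aged mice, 33 met the criteria for DEGs, and 29 passed an adjusted *P* of 0.05 when adjusted over the list alone. None passed when adjusted over all genes with edgeR. The paper chose this list on the same samples, so the counts adjusted over the list alone are not independent evidence. As a list they were higher in aged mice (fry, adjusted *P* = 0.0315), but not at an adjusted *P* under 0.05 without young sham replicate 1 (0.0629), young sham replicate 2 (0.082), young sham replicate 3 (0.0832), aged sham replicate 1 (0.0662) or aged sham replicate 3 (0.0532). A list of 13 genes of disease-associated microglia, which was not taken from the paper, had a median log2FC of 0.40 and was higher in aged sham mice in 13 of 13 genes, of which 6 were DEGs. Adjusted over the list alone 8 of these passed, and over all genes none (fry, adjusted *P* = 0.0491). This test also lost its significance without young sham replicate 1 (0.0629), 2 (0.169) or 3 (0.132), young ICH replicate 1 (0.0647), aged sham replicate 1 (0.072) or 3 (0.154), or aged ICH replicate 2 (0.0551) or 3 (0.0567). The 10 genes of homeostatic microglia had a median log2FC of 0.11 (fry, adjusted *P* = 0.575).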

As shown in Figure 4A and Sheet 1 of Supplementary Table 2, functional enrichment analysis of the upregulated genes revealed that the inflammatory response was increased in the brains of aged mice compared with the brains of young mice. 

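Of the 15 genes the paper lists under leukocyte chemotaxis in aged sham mice, 14 were tested. Their median log2FC between aged sham and young sham was 1.54, and all 14 were DEGs. Adjusted over the list alone 14 passed, and adjusted over all genes none, again on samples the list was chosen from (fry, adjusted *P* = 0.0315). The adjusted *P* was 0.0629, 0.0815 and 0.0893 without young sham replicates 1, 2 and 3, and 0.0662 and 0.0532 without aged sham replicates 1 and 3. Lists of marker genes of single leukocyte types, which were not taken from the paper, were tested as well. Neutrophil genes (12 of 15 tested) had a median log2FC of 1.58, with 11 higher in aged sham mice and 8 DEGs (fry, adjusted *P* = 0.0807), and monocyte and macrophage genes one of 0.37 (fry, adjusted *P* = 0.418). Without aged sham replicate 2 the median of the monocyte and macrophage genes was 0.78 (fry, adjusted *P* = 0.0147). The 10 T cell genes had a median log2FC of −0.46 (fry, adjusted *P* = 0.531), the 6 B cell genes 0.04 (fry, adjusted *P* = 0.978), and the 3 NK cell genes tested −0.14 with a mean of 0.461 (fry, direction down, adjusted *P* = 0.993). The mean log2 CPM over the neutrophil genes was −1.06 ± 0.198 in young sham and 0.157 ± 0.71 in aged sham (SD, n = 3 each), with each aged sham sample above each young sham sample.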

Identification of the functional clusters of leukocyte chemotaxis, regulation of cytokine production, and regulation of cell adhesion showed that significant infiltration and activation of peripheral leukocytes occurred in the brains of aged mice. In addition, detection of clusters associated with the activation of reactive oxygen species metabolism suggested an increase in oxidative stress reactions. On the other hand, functional enrichment analysis of the downregulated genes in aged mice compared with young mice revealed disruption of axons and signal transduction between cells (Figure 4B and Sheet 2 of Supplementary Table 2).

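Of the 15 genes the paper lists under reactive oxygen species metabolism in aged sham mice, 13 were tested. The median log2FC between aged sham and young sham was 1.50, all 13 were higher in aged mice and 11 were DEGs. The number that passed when adjusted over the list alone, which was chosen on these samples, was 10, and 0 passed over all genes (fry, adjusted *P* = 0.0315). Leaving out young sham replicate 1, 2 or 3 gave adjusted *P* values of 0.0629, 0.0815 and 0.0832, and leaving out aged sham replicate 1 gave 0.0586. The list includes hemoglobin genes. Hba-a1, the hemoglobin gene named in Fig. 3A or the paper's lists, rose by 1.50 ± 0.63 (SE, edgeR, adjusted *P* = 0.367), and missed the criteria without young sham replicate 1 (1.11), young sham replicate 3 (1.35), aged sham replicate 1 (1.41) or aged sham replicate 3 (1.50). The 6 red blood cell genes tested, of 9, had a median log2FC of 1.54 (fry, adjusted *P* = 0.296).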

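The 4 genes the paper lists under axon regeneration, Folr1, Ocm, Nrep and Rtn4r, were all lower in aged sham than in young sham mice, with a median log2FC of −1.25. Of these, 3 were DEGs, and 3 passed when adjusted over the list alone and none over all genes with edgeR (fry, adjusted *P* = 0.00017). Nrep fell by 0.83 ± 0.15 (SE, edgeR, adjusted *P* = 0.0835). Rtn4r had a log2FC of −0.59 (edgeR, adjusted *P* = 0.292) and lost the criteria without young sham replicate 2 (−0.52), young sham replicate 3 (−0.49) or aged sham replicate 2 (−0.52). Folr1, which is also a marker of the choroid plexus, had −1.85 ± 1.72 (edgeR, adjusted *P* = 0.703). The 13 genes listed under cell-cell signaling had a median log2FC of −0.97. They were lower in aged mice in 13 of 13 cases, with 8 DEGs and 7 that passed when adjusted over the list alone (fry, adjusted *P* = 0.00413). Both lists were chosen by the paper on these samples, and the second one also holds Folr1 and Sostdc1, another choroid plexus marker. The 10 genes expressed in all neurons had a median log2FC of −0.11 (fry, adjusted *P* = 0.296), and the 11 immediate early genes, whose transcription follows neuronal activity, −0.49, with 11 of 11 lower and 5 DEGs (fry, adjusted *P* = 0.287).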

**FIGURE 3:**
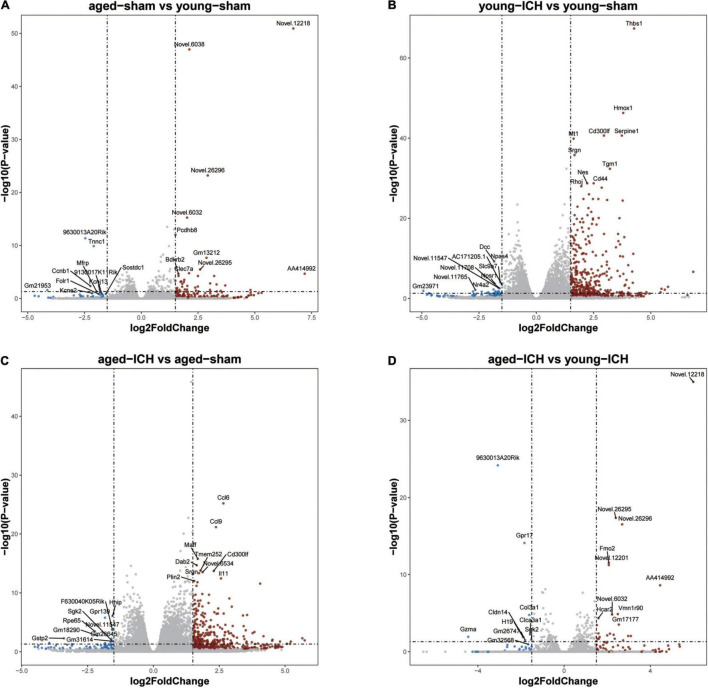
Volcano plots of selected pairwise comparisons. The criterion for identification DEGs is FC > 1.5 or FC < 0.67, *P* < 0.05. **(A)** Young sham vs. aged sham. **(B)** Young ICH vs. young sham. **(C)** Aged ICH vs. aged sham. **(D)** Aged ICH vs. Young ICH. ICH, intracerebral hemorrhage.

**FIGURE 4:**
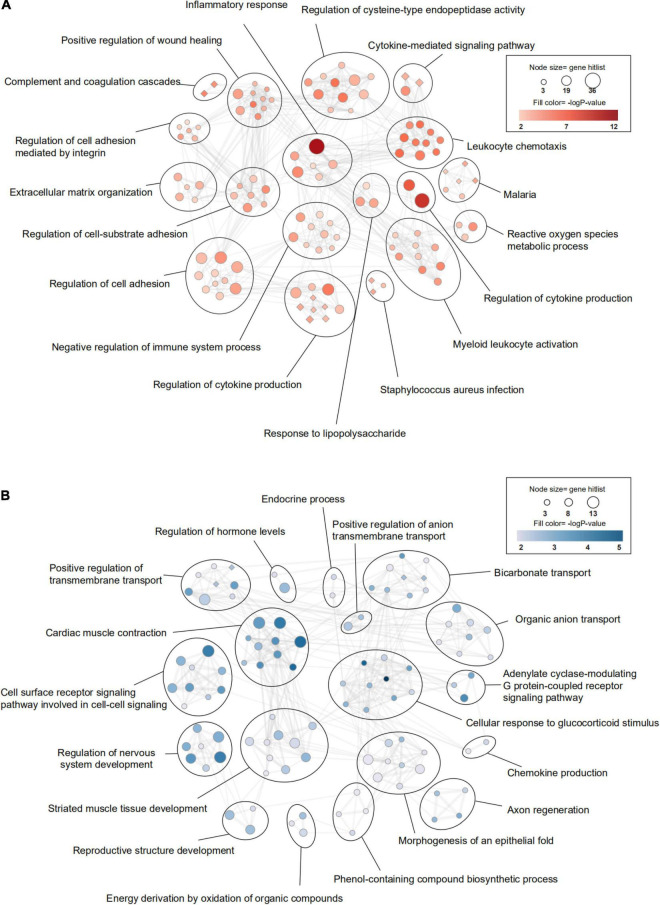
Transcriptomic differences in the brain between young and aged mice. **(A)** Gene Ontology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis of significantly upregulated differentially expressed genes (DEGs) and **(B)** downregulated DEGs between young mice and aged mice after sham surgery was performed using Metascape. The significantly enriched GO terms and pathways (*P* < 0.01, z-score > 2) are presented in enrichment maps, and all of them are grouped into clusters based on membership similarities. The color of the nodes in the maps indicates the *P* value, and the size of the nodes reflects the number of genes in the hit list. Terms with a similarity > 0.3 are connected by lines. Circular nodes reflect GO terms, and diamond-shaped nodes reflect KEGG pathways. *n* = 3 per group.

### Comparison of Intracerebral Hemorrhage Induced Differentially Expressed Genes Between Aged and Young Mice and Functional Enrichment Analysis

Next, we investigated the effect of ICH alone by comparing gene expression between animals with ICH and their age-matched controls. A large number of DEGs were identified in young mice (2,337 genes in total, 1,608 upregulated and 729 downregulated genes) and aged mice (2,005 genes in total, 1,446 upregulated and 559 downregulated genes) compared with their sham controls (Figures 2B,C, 3B,C). In addition, there were 628 DEGs (190 upregulated and 438 downregulated genes) between ICH groups of two ages (Figures 2D, 3D). 

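With edgeR, 1861 genes were upregulated and 751 downregulated in young ICH vs. young sham (2612 in total), and 1557 were upregulated and 607 downregulated in aged ICH vs. aged sham (2164 in total). After adjustment over all genes, 1264 upregulated and 453 downregulated genes passed in young mice and 893 and 284 in aged mice. The samples of the 2 groups did not overlap in 2250 of the 2612 genes (86.1%) and in 1862 of the 2164 genes (86%), which were selected for a difference between the same samples. Leaving out aged ICH replicate 2 raised the number of downregulated genes in aged mice to 1098. The genes with the smallest *P* in young mice included Akap12 (chromosome 10, 4266380 to 4359470), a scaffold protein for kinases, with a log2FC of 1.16 ± 0.09 (SE, edgeR, adjusted *P* = 0.000426), the metallothionein Mt1 with 1.64 ± 0.14, and Sorcs3, which fell by 0.88. In aged mice they included Ccl6 (chromosome 11, 83587882 to 83593087), a chemokine, with 2.67 (edgeR, adjusted *P* = 0.000744), the Fc receptor gene Fcgr3 with 1.03, and Erbb4, which fell by 0.66 (edgeR, adjusted *P* = 0.00295). These genes were not specific to one age. Akap12 and Mt1 were among them in aged mice too, with 1.037 and 1.495, and Sorcs3 went from 56.74 to 41.32 mean CPM there. In young mice Ccl6 went from 1.927 to 10.86, Fcgr3 from 23.16 to 41.2 and Erbb4 from 81.62 to 50.87 mean CPM. Of the genes labelled in Fig. 3, Hmox1 had a log2FC of 3.81 in young and 2.41 in aged mice, Thbs1 4.28 and 3.56, and Cd44 2.52 and 2.02.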

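Between aged ICH and young ICH, 476 genes were upregulated and 280 downregulated in aged mice with edgeR, 756 in total. The adjustment over all genes left 8 and 3 of them. In 605 of the 756 genes, or 80%, the samples of the groups did not overlap. Without young ICH replicate 3 the number of upregulated genes was 740, and without young ICH replicate 2 or aged ICH replicate 2 the number of downregulated genes was 424 and 451. Upregulated genes outnumbered downregulated ones in each of these fits, as they did under every alternative in which the counts were made. The upregulated genes had a median log2FC of 0.91 and the downregulated genes −0.90. Gpr17 (chromosome 18, 31942997 to 31949636), a receptor of maturing oligodendrocyte precursors, was the named gene with the largest fall among those that passed, at −1.83 ± 0.23 (SE, edgeR, adjusted *P* = 0.0174), apart from 9630013A20Rik. Slc38a5, an amino acid transporter, fell by 1.38 (edgeR, adjusted *P* = 0.0264).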

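Upregulated genes made up 1861 of 2612 DEGs in young mice after ICH and 1557 of 2164 in aged mice. Their median log2FC was 0.98 in both ages, and the 95th percentile was 2.64 in young and 2.34 in aged mice, with a largest value of 6.62 and 5.43. For the downregulated genes the median was −0.77 in young and −0.79 in aged mice, the 5% with the largest fall began at −1.62 and −1.55, and the lowest values were −2.72 and −3.16. Without a filter on low counts the medians of the upregulated genes were 1.12 in young and 1.11 in aged mice, and the median fall of the downregulated genes was 0.881 and 0.918.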

As shown in Figure 5A, there were more upregulated genes than downregulated genes, and the overall FC range of the upregulated genes was greater than that of the downregulated genes. To further explore the overlapping DEGs between young and aged mice after ICH, we generated a Venn diagram. There were a large number of overlapping genes between young and aged mice (Figure 5B), Interestingly, the overlapping DEGs between aged ICH vs. aged sham and aged ICH vs. young ICH were more than that between young ICH vs. young sham and young ICH vs. aged ICH (Figure 5B), which indicated the expression of DEGs affected by age and ICH in aged mice were more in number compared with young ones. 

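Of the DEGs found with edgeR, 998 were upregulated and 258 downregulated after ICH in both ages. The 2 comparisons use different sham samples, but their DEGs would also be shared if young and aged mice responded alike. In 20 simulated data sets in which age had no effect and ICH the same effect in both ages, the median number of shared genes was 1216 upregulated (1184 to 1250) and 437 downregulated (414 to 458). The simulations also gave more DEGs than the data, with medians of 2020 and 2042 upregulated genes in young and aged mice against 1861 and 1557, so these numbers are not on one scale with the observed ones. Among genes upregulated in aged ICH vs. aged sham, 175 were also higher in aged ICH than in young ICH, and among genes upregulated in young ICH vs. young sham, 69 were also higher in young ICH than in aged ICH. These overlaps share an ICH group, so they lie above 0 without any effect of age. The simulated medians were 83.5 (73 to 102) and 88 (59 to 102) with no effect of age, and 348 and 139 when the sham groups differed by age and the response to ICH was equal. The 175 changed to 335 without young ICH replicate 3 and to 104 without aged ICH replicate 1, and the 69 to 164 without young ICH replicate 2.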

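Among the 1861 genes upregulated in young ICH vs. young sham with edgeR, 1527 had a larger log2FC in young than in aged mice. In these, 1334, or 87.4%, were higher in aged sham than in young sham mice, and 254 were DEGs in that comparison. The log2FC of the ICH response in each age is measured against the sham group of that age, so a sham group with higher values lowers the response of its age and the 2 quantities are linked by the same samples. Simulated data with no effect of age gave a median of 80.6% (79.2 to 82.9 over 20 data sets) and simulated data with an age difference and an equal response 82.5%.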

We then explored the genes that were upregulated to a greater extent in young mice after ICH (log_2_FC of young ICH vs. sham > the log_2_FC of aged ICH vs. sham), of which most also showed elevated expression in aged sham mice vs. young sham mice (Figure 5C). However, the FC value of these genes in young mice after ICH were not greater than those in aged mice after ICH (Figure 5D).

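Of the 1527 genes with the larger log2FC in young mice, 744, or 48.7%, were higher in aged ICH than in young ICH. As DEGs, 64 were higher in young ICH and 40 in aged ICH. In the simulated data sets the share higher in aged ICH had a median of 22.0% (19.9 to 24.4) with no effect of age and 44.3% with an age difference in sham mice and an equal response to ICH.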

**FIGURE 5:**
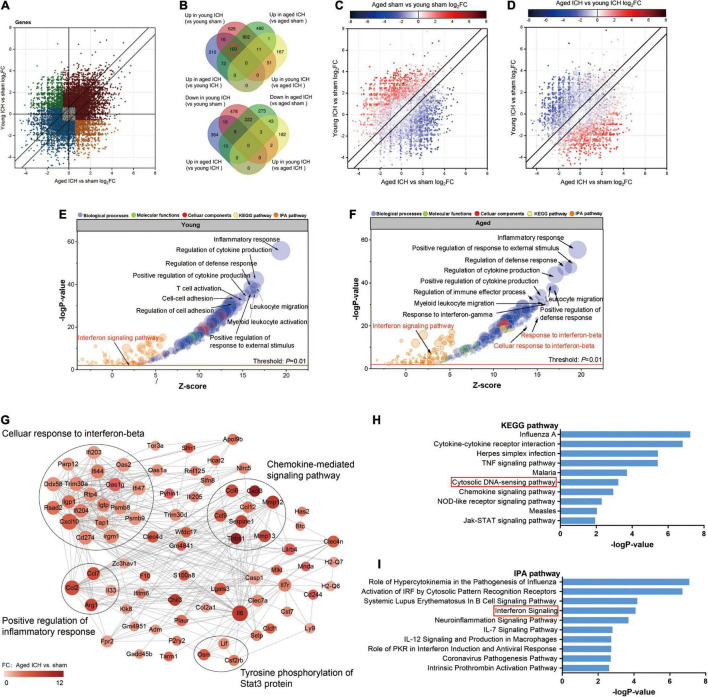
Comparison of differentially expressed genes (DEGs) and functional clusters between young and aged mice with intracerebral hemorrhage (ICH). **(A)** Scatterplot showing the log_2_ foldchange (FC) of genes between young and aged mice after ICH. Genes with an FC > 1.5 or FC < 0.67 are colored. **(B)** The Venn diagram showing overlap of up- or downregulated DEGs between selected pairwise groups. **(C)** Scatterplots of the log_2_FC of genes between young and aged mice after ICH. The color of the scatters indicates the log_2_FC of the genes in aged mice vs. young mice after sham surgery **(D)** or after ICH. **(E)** Bubble plots comparing ICH-induced alteration in functional clusters from several databases (including Metascape website and Ingenuity pathway analysis (IPA) software) in young mice **(F)** and aged mice. The Gene Ontology (GO) terms included biological process (BP), cellular component (CC) and molecular function (MF) terms. The size of the bubbles reflects the number of genes in each term, and the color of bubbles reflects the enriched category. **(G)** Protein-protein interaction (PPI) analysis and **(H)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of 100 overlapping genes in the Venn diagram (marked with a red circle), overlapping genes among “upregulated in the young ICH group vs. the young sham group”, “upregulated in the aged ICH group vs. the aged sham group” and “upregulated in the aged ICH group vs. the young ICH group”. In the PPI network, the size of the nodes reflects the degree and the color reflects the FC value of aged ICH vs. sham. The most significant BP in GO enrichment analysis was marked in every module. **(I)** Pathways in the IPA system associated with genes that showed stronger upregulation after ICH in aged mice (“more upregulated in the aged ICH group”). *n* = 3 per group.

Most of the GO terms enriched for the DEGs in the young ICH group vs. the young sham group and the aged ICH group vs. the aged sham group were similar and were mainly involved in the biological process (BP) of immune and inflammatory response (Figures 5E,F and Sheets 3, 4 of Supplementary Table 2), such as inflammatory response, regulation of defense response and positive regulation of response to external stimulus. 

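Across the 3515 genes that were DEGs after ICH in either age, the log2FC in young and aged mice correlated with r = 0.784, and 93.1% had the same sign. This is a correlation across genes, which are not independent replicates. Only parts of Sheets 4 to 6 of Supplementary Table 2 were held, so no test was run on their terms. The genes the paper lists as inflammatory in aged sham mice responded to ICH in both ages, with a median log2FC of 1.95 in young mice (28 DEGs of 35, fry, adjusted *P* = 0.00264) and 1.16 in aged mice (22 DEGs, fry, adjusted *P* = 0.00542). The difference between the responses, with a median of −0.49, was within the spread between samples (interaction, fry, adjusted *P* = 0.648). Of 45 gene lists, 18 changed in young mice and 25 in aged mice at an adjusted *P* under 0.05. Reactive astrocyte genes (10 tested) had a median of 2.28 in young mice (fry, adjusted *P* = 0.00674) and 1.78 in aged mice (fry, adjusted *P* = 0.00542), with 10 DEGs in each. The genes of disease-associated microglia had 0.90 (9 DEGs of 13, fry, adjusted *P* = 0.00264) and 0.75 (8 DEGs, fry, adjusted *P* = 0.00542). The number of lists that differed in their response between the ages was 0 by fry with adjustment and 4 at an unadjusted *P* under 0.05. Camera tests a list against the other genes, which is another question. It gave 25 lists with a preset correlation and 0 with an estimated one.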

ICH-induced DEGs also enriched in immune cells responses including leukocyte migration, myeloid leukocyte activation, proliferation and differentiation of monocytes, and the migration and chemotaxis process of neutrophils and monocytes in both young and aged mice (Figures 5E,F and Sheets 3, 4 of Supplementary Table 2). 

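Neutrophil genes were higher after ICH in 12 of 12 cases in both ages, with a median log2FC of 2.85 in young mice (9 DEGs, fry, adjusted *P* = 0.00426) and 1.69 in aged mice (10 DEGs, fry, adjusted *P* = 0.00542). Monocyte and macrophage genes (14 tested) had a median of 1.65 in young mice (11 DEGs, fry, adjusted *P* = 0.00586) and 1.35 in aged mice (10 DEGs, fry, adjusted *P* = 0.0064). The leukocyte chemotaxis genes that the paper lists for aged sham mice had 2.36 (fry, adjusted *P* = 0.00264) and 2.02 (fry, adjusted *P* = 0.00136). The difference between the responses of aged and young mice had a median of −0.59 for neutrophil genes (interaction, fry, adjusted *P* = 0.651), −0.43 for monocyte and macrophage genes and −0.73 for the chemotaxis genes (interaction, fry, adjusted *P* = 0.651). Values on the scale of tissue RNA cannot separate more cells from more RNA per cell.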

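A list of 40 genes induced by type I IFN, which was not taken from the paper, was higher after ICH in both ages in 40 of 40 genes. In aged mice the median log2FC was 1.23 with 38 DEGs, and 39 genes passed when adjusted over the list alone and 25 over all genes (fry, adjusted *P* = 0.0171). The adjusted *P* was 0.0581 without aged sham replicate 2, with a median of 0.93, and 0.0553 without aged ICH replicate 1, with a median of 0.94. In young mice the median log2FC was 0.57 with 12 DEGs, 0 that passed when adjusted over the list alone and 3 over all genes (fry, adjusted *P* = 0.219). The mean log2 CPM over the list was 2.99 ± 0.417 in young sham, 3.595 ± 0.311 in young ICH, 3.15 ± 0.708 in aged sham and 4.44 ± 0.375 in aged ICH (SD, n = 3 each). The rise in aged mice separated the 3 ICH samples from the 3 sham samples (difference 1.29, exact permutation test, *P* = 0.1, the smallest possible), and the rise in young mice did not (difference 0.60, exact permutation test, *P* = 0.3).

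**Figure D1:**
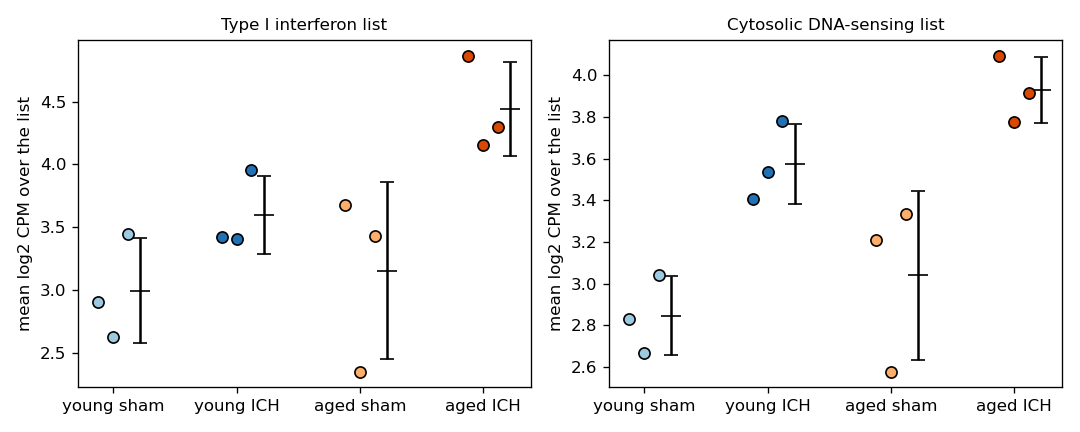
Mean log2 CPM over the list of type I IFN genes and over the list of cytosolic DNA-sensing genes, in young sham, young ICH, aged sham and aged ICH samples. Each point is 1 sample and the bars give the mean ± SD of the 3 samples of a group. The aged sham samples span 2.35 to 3.68 for the type I IFN genes, a wider range than in any other group, and the aged ICH samples lie between 4.16 and 4.87.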

Surprisingly, we found that the BPs of response to interferon-β (IFN-β) and cellular response to IFN-β were enriched exclusively in aged mice (Figures 5E,F and Sheets 3, 4 of Supplementary Table 2; −log *P* = 23.30 and −log *P* = 19.56, respectively). Moreover, IPA predicted that the IFN signaling pathway was activated in aged mice after ICH but not in young mice after ICH (Figures 5E,F and Sheets 1, 2 of Supplementary Table 3; z-score > 2 in aged mice and z-score < 2 in young mice).

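IPA itself was not rerun. Of the 13 genes that the paper lists for IFN signaling in aged mice, all were DEGs in aged ICH vs. aged sham with edgeR, with a median log2FC of 1.24 (13 passed adjusted over the list alone and 11 over all genes, fry, adjusted *P* = 0.00743). In young ICH vs. young sham the same genes had a median of 0.83 with 8 DEGs (fry, adjusted *P* = 0.0542), and an adjusted *P* of 0.0472 without young sham replicate 3, 0.0232 without aged sham replicate 2 and 0.0272 with the replicate number as a block. The 8 genes the paper lists for young mice had a median of 1.06 in young mice with 8 DEGs (fry, adjusted *P* = 0.023), which was 0.0665 without young sham replicate 1, 0.0885 without young sham replicate 2 and 0.0617 without young ICH replicate 3. In aged mice they had 1.27 (fry, adjusted *P* = 0.0064). The lists were chosen on these samples. The difference between the responses was 0.43 for the 13 genes (interaction, fry, adjusted *P* = 0.651) and 0.28 for the 8 genes (interaction, fry, adjusted *P* = 0.847). Isg15 had a log2FC of 1.30 ± 0.45 in aged mice (SE, edgeR, adjusted *P* = 0.0788) and 0.62 in young mice (edgeR, adjusted *P* = 0.37), and in aged mice it missed the criteria without aged ICH replicate 1 (0.99).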

### Functional Analysis of Differentially Expressed Genes Showing a More Robust Changes in Aged Mice After Intracerebral Hemorrhage

To evaluate the effect of aging and ICH on mice, we next explored the upregulated genes marked in a red circle in Figure 5B (100 in total) that showed the most robust changes in aged mice compared with young mice by PPI analysis and KEGG enrichment analysis. 

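With edgeR, 79 genes were upregulated after ICH in both ages and higher in aged ICH than in young ICH. All 79 were also higher in aged sham than in young sham, 42 of them as DEGs, and 3 had an unadjusted *P* under 0.05 for the interaction of age and ICH, whose median over the 79 genes was 0.14. The set shares its ICH samples between comparisons. Simulated data with no effect of age gave a median of 21 such genes (15 to 31 over 20 data sets), and data with an age difference in sham mice and an equal response to ICH 183 (157 to 201), but the latter also gave more DEGs than observed between the ICH groups, with a median of 879 upregulated genes against 476. Without young ICH replicate 1 or 2 the set held 44 and 47 genes, and without aged ICH replicate 1 it held 38. It included 4 of the 40 type I IFN genes and 11 of the 19 genes of the paper's largest PPI module.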

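The 19 genes of the largest module in Fig. 5G, among them Ifi44, Rsad2, Oas2 and Cxcl10, had a median log2FC of 1.33 in aged ICH vs. aged sham, with 19 DEGs, 19 genes that passed adjusted over the list alone and 18 over all genes (fry, adjusted *P* = 0.00915). In young ICH vs. young sham the median was 0.82 with 14 DEGs (fry, adjusted *P* = 0.0683, and 0.0264 without aged sham replicate 2 and 0.024 with the replicate number as a block). Between the ICH groups 15 were DEGs, with a median of 0.81 (fry, adjusted *P* = 0.137), and between the sham groups the median was 0.35 (fry, adjusted *P* = 0.537). All 19 had a larger response in aged mice, by a median of 0.44 (interaction, fry, adjusted *P* = 0.651). The modules were chosen by the paper on these samples. In the other modules of Fig. 5G the median response was larger in young mice with all samples. For Arg1, Ccl2, Ccl7 and Il33 the medians were 2.70 in young mice (fry, adjusted *P* = 0.013, and 0.0514 without young sham replicate 2) and 2.61 in aged mice (fry, adjusted *P* = 0.0064). For the 8 genes of the third module, with Thbs1 and Ccl6, they were 3.12 (fry, adjusted *P* = 0.00264) and 2.76 (fry, adjusted *P* = 0.00136), and for Lif, Osm and Csf2rb 2.14 (fry, adjusted *P* = 0.0106) and 1.63 (fry, adjusted *P* = 0.0064). In aged sham vs. young sham these 3 modules had medians of 1.03, 1.61 and 1.60 (fry, adjusted *P* = 0.296, 0.194 and 0.203), which without aged sham replicate 2 passed with adjusted *P* values of 0.0192, 0.00797 and 0.0191. Between the ICH groups the medians were 0.80, 0.94 and 1.09 (fry, adjusted *P* = 0.237, 0.137 and 0.142), and that of the third module had 0.0291 without aged sham replicate 2. Their interaction medians were −0.23, −0.38 and −0.46, none passed the adjustment with fry, and leaving out 1 sample moved them over 0 (−0.583 to 0.164, −0.728 to 0.188 and −0.818 to 0.146), so the direction is not settled.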

The module with the most nodes and highest score was involved in the BP of cellular response to IFN-β (Figure 5G and Sheet 1 of Supplementary Table 4), which ranked the top one in the enrichment result (Sheet 2 of Supplementary Table 4). Interestingly, we also found that ICH significantly activated the cytosolic DNA-sensing pathway in aged mice (Figure 5H and Sheet 3 of Supplementary Table 3; −log *P* = 3.23). 

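The 5 genes that the paper lists under the cytosolic DNA-sensing pathway are Cxcl10, Ddx58, Il6, Il33 and Casp1. In aged ICH vs. aged sham 5 were DEGs, with a median log2FC of 1.18 (fry, adjusted *P* = 0.0064), and in young ICH vs. young sham 4, with a median of 1.08 (fry, adjusted *P* = 0.0106). Adjusted over the list alone, which was chosen on these samples, 5 and 4 passed, and over all genes 4 and 3. Between the ICH groups the median was 0.87 with 4 DEGs (fry, adjusted *P* = 0.0859) and between the sham groups 0.73 (fry, adjusted *P* = 0.147). The response was larger in aged mice in 3 of the 5 genes, by a median of 0.47 (interaction, fry, adjusted *P* = 0.895), which ranged from 0.04 to 0.697 when 1 sample was left out. Cxcl10 (chromosome 5, 92346638 to 92348889) had a log2FC of 2.20 ± 0.62 in aged mice (SE, edgeR, adjusted *P* = 0.0379) and 1.30 ± 0.61 in young mice (edgeR, adjusted *P* = 0.16). Il6 (chromosome 5, 30013114 to 30019981) had 2.97 ± 0.44 (edgeR, adjusted *P* = 0.00463) and 2.50 ± 0.49 (edgeR, adjusted *P* = 0.00599). Ddx58 was higher in aged ICH than in young ICH by 0.65 (edgeR, adjusted *P* = 0.472), but under the criteria without young ICH replicate 1 (0.52), young ICH replicate 2 (0.58) or aged ICH replicate 1 (0.39). A wider list of the pathway, not taken from the paper and with 26 of 30 genes tested, had a median log2FC of 0.60 in young mice (12 DEGs, fry, adjusted *P* = 0.00766) and 0.71 in aged mice (15 DEGs, fry, adjusted *P* = 0.00542). Adjusted over the list alone 18 and 16 genes passed, and over all genes 14 and 13. For the difference between the responses the median was −0.03, the mean 0.058 and the direction of the test up (interaction, fry, adjusted *P* = 0.906). The mean log2 CPM over this list was 2.85 ± 0.19, 3.57 ± 0.192, 3.04 ± 0.405 and 3.93 ± 0.159 in young sham, young ICH, aged sham and aged ICH (SD, n = 3 each).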

The downstream products of this pathway are type I IFN (IFN-α, IFN-β, etc.) and proinflammatory cytokines (IL-1β, IL-6, NF-kb, etc.).

Then, we sought to analyse potentially harmful genes that exhibit greater upregulation after ICH in aged mice (“more upregulated in the aged ICH group”, 258 genes in total). 

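Taking the same criterion as the paper, 243 genes were more upregulated in the aged ICH group with edgeR. Their median log2FC was 1.24 in aged mice and 0.35 in young mice, and 15 were DEGs in young mice too. In aged ICH vs. young ICH 73 were DEGs in the same direction and 207 were higher in aged mice. Between the sham groups 176 were lower in aged mice, 26 of them as DEGs, and in 112 genes the difference between the sham groups was larger than that between the ICH groups. The criterion uses the same sham samples and favors genes with a lower level in aged sham. These counts are therefore in part set by the selection. The interaction of age and ICH had an unadjusted *P* under 0.05 in 43 of the 243 genes, and after adjustment over all genes in 0, where the smallest adjusted *P* was 1. Over all genes, 336 met the criteria for the interaction (104 above and 232 below), 606 or 2.82% had an unadjusted *P* under 0.05, and 0 passed the adjustment with edgeR and 1 with DESeq2. The 243 changed to 410 without young ICH replicate 3.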

IPA analysis of these 258 genes showed that the IFN signaling pathway was activated (Figure 5I and Sheet 4 of Supplementary Table 3). 

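The 243 genes included 22 of the 40 type I IFN genes.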

As shown in Figure 6A and Sheet 5 of Supplementary Table 2, the enrichment map included two KEGG pathway clusters, namely, the Toll-like receptor signaling pathway and tumor necrosis factor signaling pathway. According to GO enrichment analysis of the genes in the map, the response to IFN-β was the most significantly enriched term (−log *P* = 15.28), demonstrating that genes associated with IFN-β were activated by ICH much more strongly in aged mice than in young mice. 

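Between aged ICH and young ICH, the type I IFN genes were higher in aged mice in 40 of 40 cases, with a median log2FC of 0.86 and 25 DEGs. Adjusted over the list alone 20 passed, and over all genes 0 by edgeR (fry, adjusted *P* = 0.142). The mean over the list differed by 0.85, with all aged ICH samples above all young ICH samples (exact permutation test, *P* = 0.1, the smallest possible). Between the sham groups the difference was 0.16 (exact permutation test, *P* = 0.9), with a median log2FC of 0.21, 33 of 40 genes higher in aged mice and 1 DEG (fry, adjusted *P* = 0.719). The response was larger in aged than in young mice by a median of 0.61 and in 39 of 40 genes, of which none met the criteria (interaction, fry, adjusted *P* = 0.648). Leaving out each sample in turn gave medians of 0.34 to 0.91. In a permutation test that exchanged age labels within the sham and the ICH samples, the difference of 0.69 had an exact *P* of 0.285 over 200 exchanges. The larger response of aged mice was thus not separated from the spread between samples. Ifit1 (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) had a mean of 12.4 ± 3.92 CPM in young sham, 17.7 ± 4.65 in young ICH, 16.8 ± 9.54 in aged sham and 46.6 ± 13.8 in aged ICH (SD, n = 3 each). Its log2FC after ICH was 0.51 ± 0.41 in young mice (SE, edgeR, adjusted *P* = 0.416) and 1.48 ± 0.40 in aged mice (edgeR, adjusted *P* = 0.0341), and between the ICH groups it was 1.40 ± 0.40 (edgeR, adjusted *P* = 0.292). The paper selected the genes whose log2FC after ICH was larger in aged than in young mice by the criterion of Table 1 and found the response to IFN-β to be their most enriched GO term. From this enrichment it concludes that genes associated with IFN-β were activated much more strongly by ICH in aged mice than in young mice.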

According to the functional clusters, responses to type I IFN and IFN-α, as well as the regulation of tyrosine phosphorylation of signal transducer and activator of transcription (STAT) protein, were also significantly activated. In addition, GO terms associated with the regulation of CD8 positive, alpha-beta T cell activation, positive regulation of natural killer cell-mediated cytotoxicity, and other inflammatory responses were enriched. 

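The genes of the type I IFN ligands themselves had almost no counts. Of 15 IFN-α and IFN-β genes, 8 had a count in any sample, 18 counts in all 12 samples together, and none could be tested. Ifnb1 had 1 count in 1 young sham sample and 2 counts in 1 aged ICH sample, so that a change was not detectable at this depth.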

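Lists of lymphocyte genes, which were not taken from the paper, had positive medians after ICH with all samples, without passing the adjustment. T cell genes (10 tested, Cd8a among those on the list) had a median log2FC of 1.38 with 7 DEGs in young mice (fry, adjusted *P* = 0.14) and 1.07 with 2 DEGs in aged mice (fry, adjusted *P* = 0.235, and 0.0338 without young ICH replicate 1). Only 3 of 10 NK cell genes had enough counts to be tested, with medians of 1.96 in young mice (fry, adjusted *P* = 0.0909) and 0.81 in aged mice (fry, adjusted *P* = 0.257). The test in young mice passed without young sham replicate 3 (0.0411), without young ICH replicate 2 (0.00712) and without a filter on low counts (0.0184). B cell genes had 1.14 (fry, adjusted *P* = 0.305) and 1.79 (fry, adjusted *P* = 0.109), the latter passing without young ICH replicate 1 (0.0267) or aged ICH replicate 3 (0.0327), with the replicate number as a block (0.0307) and without a filter on low counts (0.0197). With 1 sample left out, the medians in young mice ranged from 0.507 to 2.141 for T cell, 1.088 to 2.901 for NK cell and −0.099 to 1.413 for B cell genes, and those in aged mice from 0.821 to 1.467, 0.103 to 1.828 and 0.691 to 2. For aged ICH vs. young ICH the medians were −1.07 for T cell genes (fry, adjusted *P* = 0.287), −0.75 for NK cell genes (fry, adjusted *P* = 0.53) and 0.59 for B cell genes (fry, adjusted *P* = 0.53).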

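Genes that respond mainly to IFN-γ (24 tested, not taken from the paper) had a median log2FC of 1.38 in aged ICH vs. aged sham, with 24 of 24 higher, 22 DEGs, 22 that passed adjusted over the list alone and 21 over all genes (fry, adjusted *P* = 0.00746). In young ICH vs. young sham the median was 0.99, with 23 higher, 16 DEGs, 17 that passed adjusted over the list alone and 12 over all genes (fry, adjusted *P* = 0.0465). The latter was not under 0.05 without young sham replicate 1 (0.108) or 2 (0.136), young ICH replicate 1 (0.0783) or 3 (0.133), aged sham replicate 1 (0.0501) or 3 (0.0613), or aged ICH replicate 1 (0.0545) or 3 (0.0605). Compared between the ICH groups, the median was 0.66 with 12 DEGs (fry, adjusted *P* = 0.181), and between the sham groups 0.25 (fry, adjusted *P* = 0.586). The interaction median was 0.37 (fry, adjusted *P* = 0.717).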

Some of the GO terms were immune-related BPs, such as response to IFN-γ, cellular response to lipopolysaccharide, and regulation of response to biotic stimulus. The attachment of spindle microtubules to kinetochore was also enriched. 

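A list of mitosis genes, which was not taken from the paper (22 genes tested), had a median log2FC of 0.85 in aged ICH vs. aged sham, with 22 of 22 higher and 14 DEGs. Adjusted over the list alone 9 passed, and over all genes 4 (fry, adjusted *P* = 0.0457). The adjusted *P* was above 0.05 without any of young sham replicates 1 (0.0598), 2 (0.0632) and 3 (0.0645), young ICH replicate 3 (0.0608), aged sham replicates 2 (0.142) and 3 (0.118), or aged ICH replicate 1 (0.128). In young ICH vs. young sham the median was 0.44 with 3 DEGs (fry, adjusted *P* = 0.242). Their response in aged minus young mice was 0.29 (interaction, fry, adjusted *P* = 0.69). The mean log2 CPM over the list was 1.10 ± 0.114 in young sham, 1.47 ± 0.398 in young ICH, 0.51 ± 0.31 in aged sham and 1.29 ± 0.403 in aged ICH (SD, n = 3 each). Between the sham groups the median log2FC was −0.53, with 7 DEGs (fry, adjusted *P* = 0.26), and between the ICH groups −0.15 (fry, adjusted *P* = 0.69).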

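The 28 genes of the larger module, among them Irf7, Ifit1, Ifit3, Isg15 and Usp18, were all DEGs in aged ICH vs. aged sham with edgeR, with a median log2FC of 1.37, 28 that passed adjusted over the list alone and 19 over all genes (fry, adjusted *P* = 0.0137). After ICH in young mice 4 were DEGs, with a median of 0.56 (fry, adjusted *P* = 0.245). In aged ICH vs. young ICH 22 were DEGs, with a median of 0.95, 21 that passed adjusted over the list alone and 0 over all genes (fry, adjusted *P* = 0.137). The response was larger in aged mice in 28 of 28 genes, by a median of 0.76 (interaction, fry, adjusted *P* = 0.588). These genes were selected by the paper for a larger response of aged mice on the same samples, so neither the direction nor the counts adjusted over the list alone are independent evidence.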

Consistent with the above results, the most significant BP in the larger module of PPI network was the defense response to virus. 

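Of the 9 genes in the smaller module that the paper lists, 8 were found by their symbol and tested as a list. The ninth, Sgol1, is Sgo1 in the annotation and rose by 1.32 ± 0.37 in aged mice (SE, edgeR, adjusted *P* = 0.0383). In aged ICH vs. aged sham the median log2FC of the 8 was 1.18 with 7 DEGs (fry, adjusted *P* = 0.0106), and in young ICH vs. young sham 0.35 (fry, adjusted *P* = 0.309). All 8 were lower in aged sham than in young sham, by a median log2FC of −0.89 with 4 DEGs (fry, adjusted *P* = 0.0807, and 0.0358 without aged ICH replicate 1). Compared between the ICH groups, 4 of 8 were higher in aged mice, with a median of 0.02 (fry, adjusted *P* = 0.931). The interaction median was 0.76 (fry, adjusted *P* = 0.434). The module was chosen on these samples. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), a marker of dividing cells, had a mean of 7.06 ± 1.03 CPM in young sham, 8.14 ± 3.17 in young ICH, 3.79 ± 1.23 in aged sham and 7.12 ± 3.04 in aged ICH (SD, n = 3 each). Its log2FC in aged mice was 0.92 ± 0.36 (SE, edgeR, adjusted *P* = 0.113), and it missed the criteria without aged sham replicate 2 (0.85), aged sham replicate 3 (0.73) or aged ICH replicate 1 (0.52). Between aged sham and young sham it was −0.90 ± 0.36 (edgeR, adjusted *P* = 0.337). Ccnb1 (chromosome 13, 100778650 to 100786570) rose by 2.06 ± 0.51 in aged mice (edgeR, adjusted *P* = 0.0236) and was lower in aged than in young sham mice, at −2.22 ± 0.51 (edgeR, adjusted *P* = 0.164). Ube2c rose by 1.82 ± 0.43 (edgeR, adjusted *P* = 0.0201) in aged and 1.04 (edgeR, adjusted *P* = 0.0617) in young mice. Ndc80 rose by 1.17 ± 0.40 in aged mice (edgeR, adjusted *P* = 0.0778), outside the criteria without aged sham replicate 2 (0.91), aged sham replicate 3 (1.00) or aged ICH replicate 3 (0.90). E2f8, with a log2FC of 1.00 ± 0.47 (edgeR, adjusted *P* = 0.179), had an unadjusted *P* of 0.0529 and was no DEG, but it was one without young ICH replicate 1 or 2, aged sham replicate 1, or aged ICH replicate 2 or 3.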

A distinct finding is that DEGs in the smaller module were related to cell cycle, which including Mki67, Ccnb1, Ndc80, Ube2c, and E2f8 (Supplementary Figure 2A and Sheets 3, 4 of Supplementary Table 4).

**FIGURE 6:**
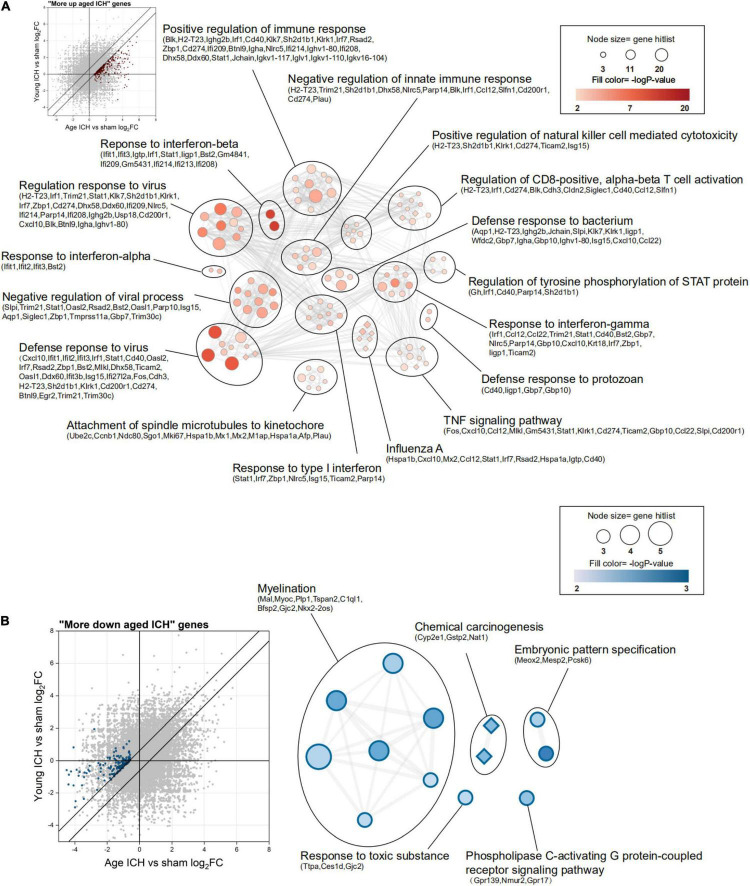
Functional annotation of differentially expressed genes (DEGs) between young and aged mice after intracerebral hemorrhage (ICH). **(A)** The scatterplot shows DEGs that were more strongly upregulated after ICH in aged mice (“more upregulated in the aged ICH group”), and the enrichment map shows significantly enriched Gene Ontology (GO) terms (circles) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (diamonds) for these genes (*P* < 0.01, z-score > 2). **(B)** The scatterplot and enrichment map for DEGs but for DEGs that were more strongly downregulated after ICH in aged mice (“more downregulated in the aged ICH group”). *n* = 3 per group.

In contrast, there were 143 genes exhibiting greater downregulation in aged mice after ICH than in young mice after ICH (“more downregulated in the aged ICH group”). 

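By the same criterion, 136 genes were more downregulated in the aged ICH group with edgeR. Their median log2FC was −1.03 in aged mice and −0.11 in young mice, and 4 were DEGs in young mice too. Of the 136, 44 were lower as DEGs in aged ICH than in young ICH and 29 were higher as DEGs in aged sham than in young sham. The difference between the sham groups was the larger part in 59 genes. Here the criterion favors genes with a higher level in aged sham, so these counts too are in part set by the selection. The interaction had an unadjusted *P* under 0.05 in 51 genes, and in 0 after adjustment, with a smallest adjusted *P* of 1 with edgeR. Without aged sham replicate 1 the set held 226 genes and without aged ICH replicate 2 it held 432.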

As shown in Figure 6B and Sheet 6 of Supplementary Table 2, these genes are involved in myelination, chemical carcinogenesis, embryonic pattern specification, response to a toxic substance, and phospholipase C-activating G protein-coupled receptor signaling pathway. 

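Myelin and oligodendrocyte genes (18 tested, not taken from the paper) had a median log2FC of −0.57 in aged ICH vs. aged sham, with 9 DEGs, all lower, 9 that passed adjusted over the list alone and 8 over all genes (fry, adjusted *P* = 0.0523). The adjusted *P* was under 0.05 without young sham replicate 1 (0.0373) or 2 (0.0293), young ICH replicate 2 (0.0466) or 3 (0.0496) or aged sham replicate 1 (0.0387), and with RLE size factors (0.0493). In young mice after ICH the median was −0.15 (fry, adjusted *P* = 0.816). The response of aged mice was lower in 18 of 18 genes, by a median of −0.47 with 6 that met the criteria (interaction, fry, adjusted *P* = 0.485), and the permutation of age labels gave an exact *P* of 0.205. For aged ICH vs. young ICH the median was −0.59 with 10 DEGs, of which 10 passed adjusted over the list alone and 0 over all genes by edgeR (fry, adjusted *P* = 0.108). Between the sham groups it was −0.18 (fry, adjusted *P* = 0.722). Oligodendrocyte precursor genes (10 tested) had a median of −0.12 in young mice (fry, adjusted *P* = 0.776) and −0.31 in aged mice (fry, adjusted *P* = 0.0457). The latter was above 0.05 without young sham replicate 2 (0.0542) or 3 (0.0596), young ICH replicate 1 (0.0568) or 3 (0.0516), aged sham replicate 2 (0.142) or 3 (0.0849), or aged ICH replicate 1 (0.0871) or 3 (0.146), and with the replicate number as a block (0.0868). They were lower in aged ICH than in young ICH in 10 of 10 genes, by −0.56 with 5 DEGs (fry, adjusted *P* = 0.0375), which did not hold without young sham replicate 3 (0.0552), young ICH replicate 1 (0.129) or 3 (0.0712), or aged ICH replicate 1 (0.0936), 2 (0.0561) or 3 (0.151), or with the block (0.057).

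**Figure D2:**
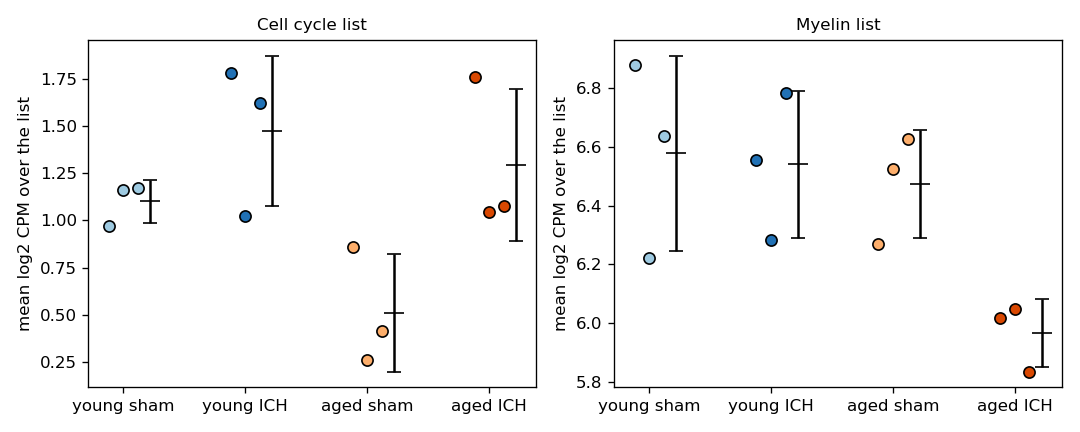
Mean log2 CPM over the list of cell cycle genes and over the list of myelin and oligodendrocyte genes, in young sham, young ICH, aged sham and aged ICH samples. Each point is 1 sample and the bars give the mean ± SD of the 3 samples of a group. The mean over the myelin genes was 6.58 ± 0.333 in young sham, 6.54 ± 0.251 in young ICH, 6.47 ± 0.184 in aged sham and 5.97 ± 0.116 in aged ICH.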

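The first module of downregulated genes includes Mog and Mal. As a list it had a median log2FC of −0.87 in aged mice (fry, adjusted *P* = 0.0106) and −0.22 in young mice (fry, adjusted *P* = 0.374). Between the ICH groups it had −0.93 (fry, adjusted *P* = 0.0375). The latter was above 0.05 without young sham replicate 3 (0.0552) or young ICH replicate 1 (0.129) or 3 (0.0712). The same held without aged ICH replicate 1 (0.104), 2 (0.0603) or 3 (0.151), and with the block (0.057). Mog (ENSMUSG00000076439, chromosome 17, 37010743 to 37023398), a myelin protein gene, had a mean of 64.94 ± 13.34 CPM in young sham, 55.27 ± 8.79 in young ICH, 50.92 ± 11.28 in aged sham and 28.21 ± 1.36 in aged ICH (SD, n = 3 each). Its log2FC was −0.23 in young mice (edgeR, adjusted *P* = 0.398) and −0.85 ± 0.18 in aged mice (SE, edgeR, adjusted *P* = 0.0136), and between the ICH groups it was −0.97 (edgeR, adjusted *P* = 0.127). Mal had −0.18 in young mice (edgeR, adjusted *P* = 0.56), −0.77 in aged mice (edgeR, adjusted *P* = 0.0237) and −0.85 between the ICH groups (edgeR, adjusted *P* = 0.185). The interaction was −0.62 for Mog and −0.60 for Mal (edgeR, adjusted *P* = 1 each). In the other module, of Ces1d, Cyp2e1 and Nat1, 2 genes were tested. Their median was −1.35 in aged mice with 2 DEGs (fry, adjusted *P* = 0.00743) and −0.46 in young mice (fry, adjusted *P* = 0.246). In aged sham vs. young sham it was 0.92 (fry, adjusted *P* = 0.0807), with adjusted *P* values between 0.00404 and 0.0477 when any of the young ICH or aged ICH samples or aged sham replicate 1 was left out, and 0.0278 without a filter on low counts. Compared between the ICH groups, it was 0.03 (fry, adjusted *P* = 0.996). Both modules were chosen on these samples.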

The enrichment result of the 2 modules of PPI network were similar with the results (Supplementary Figure 2B and Sheets 5, 6 of Supplementary Table 4).

### Validation of Candidate Genes

Finally, we performed qPCR to validate the changes in the expression of several genes in the cytosolic DNA-sensing pathway among the groups. As shown in Figures 7A–D, the mRNA expression of cyclic GMP-AMP synthase (cGAS), Z-DNA-binding protein 1 (ZBP1), and IFN-β was significantly increased in aged mice with ICH compared with their sham controls (*P* < 0.05). This increase was not observed in young mice with ICH compared with their sham controls (*P* > 0.05). There were no significant differences in the expression of these genes between young mice and aged mice after either sham surgery or ICH. Additionally, multiple comparisons showed a significant difference in IRF7 expression level among groups (*P* < 0.05), but there was no difference in pairwise comparisons, and there were no significant differences in the expression of stimulator of interferon genes (STING), TANK binding kinase (TBK1), interferon regulatory factor 3 (IRF3), or IFN-α among the four groups (*P* > 0.05; Supplementary Figures 1A–D). Taken together, these findings suggested that ICH induced the upregulation of cGAS, ZBP1, and IFN-β expression in aged mice.

**FIGURE 7:**
Validation of candidate genes. **(A)** The mRNA expression levels of Cyclic GMP-AMP synthase (cGAS), **(B)** Z-DNA-binding protein 1 (ZBP1), **(C)** Interferon-β (IFN-β) and **(D)** interferon regulatory factor 7 (IRF7) were measured by real-time quantitative polymerase chain reaction (RT-qPCR). The mRNA expression is reported as the FC vs. young mice after sham surgery. The data are shown as the mean 2^–ΔΔCT^ value ± SEM; young sham: *n* = 5; young ICH: *n* = 4; aged sham: *n* = 4; aged ICH: *n* = 4; *P < 0.05.

## Discussion

In this study, we explored the effects of aging on ICH-induced brain injury in a murine model. We found that ICH induced worse behavioral performances in aged mice than in young mice, leading to more severe neurological deficits and body weight loss. 

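Over all 21495 genes tested, the log2FC after ICH in young and aged mice correlated with r = 0.726 across genes, with 78.4% of the same sign. Over genes that were DEGs in young mice r was 0.847, with 94.6% of the same sign, and over genes that were DEGs in aged mice 0.849, with 95.1%. The SD of the log2FC in aged mice divided by that in young mice was 0.892 over all genes, 0.745 over the DEGs of young mice and 1.04 over the DEGs of aged mice. DEGs of one age were chosen for a large change in that age, which raises its SD. Over the DEGs of either age the ratio was 0.883.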

We also found that the responses to ICH at the gene level were highly similar between young and aged mice but varied in magnitude. Finally, we postulated that the worse outcome after ICH in aged mice was associated with the response to type I IFN.

Our present study demonstrated that, in accordance with previous findings, neurological dysfunction was more severe in aged mice than in young mice 24 h after ICH (Gong et al., 2004). In the gait, climbing ability, and circling behavior subtests, aged mice with ICH performed worse than young mice with ICH. This indicated that ICH-induced weakness of the forelimbs was more prominent in aged mice than in young mice. Moreover, our experiments revealed significantly greater weight loss in aged mice with ICH than in their sham controls. We did not observe this effect in young mice. Based on these findings, we hypothesize that ICH-induced injury may affect the ability to consume food using the forelimbs and result in temporal anorexia in elderly animals. Therefore, we determined that the combination of aging and ICH caused worse neurological impairment and significant weight loss in mice on the first day after ICH.

Numerous studies have indicated that brain inflammation increases with age in both mice and humans (Soysal et al., 2016; Thevaranjan et al., 2017; Denver et al., 2018). Others have reported that age induces alterations in synaptic structure and neurons (Petralia et al., 2014; Navakkode et al., 2018). These findings are in line with our study, which showed that the expression of a large number of proinflammatory genes was upregulated and that the expression of genes related to axonal integrity and cell–cell signal transduction was downregulated between the aged sham group and the young sham group. These changes may be associated with microglia-mediated prolonged and excessive inflammation in the aging brain, which results in neuronal death and synaptic damage (Griciuc et al., 2013; Jonsson et al., 2013). In addition, we hypothesize that an abnormal increase in the number of oligodendrocytes and astrocytes in the aging brain is also responsible for these changes (Spitzer et al., 2019; Gollihue and Norris, 2020). Collectively, these and other findings indicate that age sensitizes the brain to more severe injury after ICH.

We then explored how the brains of young and aged mice respond to ICH. We demonstrated that a large number of DEGs in the brains of young and aged mice compared with their sham controls were involved in the immune inflammatory response after ICH. Previous preclinical research has confirmed the essential role of inflammation in brain exposed to ICH using the integrative multi-omics technique at gene and protein levels and it is worthy of noting that competing endogenous RNA (ceRNA) network based on the whole RNA-seq data implied lncRNA and microRNA may be involved in molecular mechanism of brain injury after ICH (Cao et al., 2020). In our results, ICH-induced immune cell response occured in perihematomal tissues including chemotaxis and migration of monocytes, neutrophils and leukocytes in both ages groups. The present results are in line with others report that indicated monocytes from peripheral circulation and mobilized leukocytes from immune organ were the key components of secondary brain injury after ICH (Bai et al., 2020). In addition, previous analysis of mice perihematomal tissue has reported that the recruitment of neutrophils in acute phase of ICH via NK cells amplifies regional brain neuroinflammation and exacerbates neurological function deficits (Li Z. et al., 2020). Of interest, we found DEGs of “more upregulated in the aged ICH group” enriched in the GO term of attachment of spindle microtubules to kinetochore, indicating that proinflammatory cell proliferation may be increased in aged mice after ICH.

Notably, the response to IFN-β was activated exclusively in aged mice after ICH. Interestingly, genes that showed more stronger upregulation in aged mice after ICH were enriched for the response to IFN-β, IFN-α, and type I IFN. We next focused on the functions of overlapping genes that exhibited stronger upregulation in the brains of aged mice after ICH, which were identified by a Venn diagram. PPI analysis identified cellular response to IFN-β was the most significant BP based on DEGs from the largest module. Subsequent KEGG pathway analysis indicated an upstream pathway related to type I IFN production, namely, the cytosolic DNA-sensing pathway. In this pathway, cGAS, a key upstream sensor, is activated by binding to double-stranded DNA (dsDNA) and produces the second messenger cGAMP (Sun et al., 2013). At the endoplasmic reticulum, STING detects cGAMP, translocates to the Golgi apparatus, and is phosphorylated by TBK1. Upon binding to phosphorylated STING, activated IRF3/7 subsequently translocates to the nucleus and triggers the production of proinflammatory cytokines and type I IFN (Zhang et al., 2012). ZBP1 can also detect and bind to dsDNA and enhance its association with IRF3 and TBK1 (Takaoka et al., 2007; Ponnusamy et al., 2021).

The cytosolic DNA-sensing pathway can be activated not only by foreign agents, such as viruses and DNA (Liu et al., 2015) but also by self-DNA, i.e., nuclear, mitochondrial, or extracellular DNA. Accumulation of DNA might be the result of senescence, neurodegeneration, or brain injury after ischemic stroke (Jauhari et al., 2020; Li Q. et al., 2020). In our study, we hypothesized that the cumulative effect of aging and ICH led to the production of dsDNA, possibly derived from dead neurons, glia and other cells, and that dsDNA was probably able to activate this pathway. Abnormal regulation of this pathway has adverse effects, including acceleration of disease progression, neurodegeneration, and neuroinflammation (Paul et al., 2021). The validation results demonstrated that the mRNA expression of cGAS, ZBP1, and IFN-β was increased in aged mice (*P* < 0.05) but not in young mice (*P* > 0.05) after ICH and that the *P-*value of the difference in IRF7 mRNA expression in multiple comparisons was less than 0.05. However, it is worth noting that there was a tendency for the levels of IRF7 to be increased in the ICH group compared with the sham group, especially in aged mice. Taken together, these findings suggested that ICH induced upregulation of cGAS and ZBP1 expression in aged mice. Upregulation of the expression of these genes may be associated with overproduction of IFN-β, which we presume is one of the major factors leading to more severe brain injury after ICH in aged mice. This is in agreement with the effects of IFN-β previously observed in models of traumatic brain injury (Barrett et al., 2020). The current study reveals a novel approach for promoting innate immunity after ICH that takes into consideration age-dependent differences in the brain’s capacity to respond to ICH at the gene level.

Cyclic GMP-AMP synthase is involved in defense against antiviral infection (Jeffries and Marriott, 2020). Inhibition of cGAS can attenuate neuroinflammation after ischemic stroke in mice (Li Q. et al., 2020; Liao et al., 2020). Notably, cGAS also mediates cellular senescence (Yang et al., 2017). ZBP1 not only acts as an essential intermediate hub in the cytosolic DNA-sensing pathway mentioned above but has also been reported to be required for IFN-β-induced necroptosis *in vitro* (Yang et al., 2020). IFN-β, an important member of the type I IFN family, acts downstream of cGAS in this pathway. It is a detrimental factor that aggravates injury in the aged brain after ICH. Mounting evidence has indicated type I IFN magnify cellular and molecular immune response in age-related neurological disorder and pathological changes. Transcriptomics analysis of aged subjects observed exclusive phenotype microglia expressed type I IFN-related genes in human and mice brain (Deczkowska et al., 2017; Olah et al., 2018). A recent RNA-seq analysis between young and aged traumatic brain injury mice reported age-related upregulation of cGAS and type I IFN, which appears to be closely related with microglia-mediated neuroinflammation (Barrett et al., 2021). Except for microglia, astrocytes are the other key players in response to type I IFN according to a proteomics study (Viengkhou et al., 2021). Of interest, previous studies have reported that tPA-induced ICH and traumatic brain injury alter the type I IFN response and STING-mediated type I IFN response, respectively, in mice, thus exacerbating neuroinflammation (Abdullah et al., 2018; Wang et al., 2021). Furthermore, type I IFN is involved in accelerating neurodegenerative disease progression and regulating microglial phenotype, as previously observed in chronic neurodegeneration (Nazmi et al., 2019). Based on these findings, we hypothesized that cGAS, ZBP1, and IFN-β are crucially involved in the development of brain injury after ICH. However, in a multiple sclerosis model, activation of the STING-dependent type I IFN response by the antiviral drug ganciclovir reduces neuroinflammation and microglial reactivity (Mathur et al., 2017). These inconsistencies may be caused by differences in the pathology of the different diseases.

In microglia, astrocytes, and neurons, type I IFN binds to the heterodimeric receptor and activates Janus kinase/STAT (Ivashkiv and Donlin, 2014). STAT1, STAT2, and IRF9 form a nuclear complex that triggers the transcription of proinflammatory cytokines (IL-1β, IL-6, NF-kb, etc.) (Hu et al., 2021). Excessive type I IFN signaling activates microglia and astrocytes, leading to the massive release of proinflammatory cytokines. This in turn results in damage to the blood-brain barrier, infiltration of neutrophils, and neurodegeneration (Hui and Herrup, 2015; Sochocka et al., 2017). Unfortunately, we did not find differences in the mRNA expression of STING, IRF3, IFN-α, and TBK1 among the four groups (*P* > 0.05) in our validation assay, possibly due to the limited sample size used for RT-qPCR (*n* = 4–5). Based on our findings and a literature review, we assume that the cGAS-STING pathway mediates the type I IFN response and that the response plays a crucial role in age-associated injury after ICH.

Excepted for the immune-related responses, we also found cell cycle as an important BP in the functional enrichment results based on gene set of “more upregulated in the aged ICH group”, including Fos, Mki67, Sgol1, Rrm2, Rps27a, Ccnb1, Ndc80, Ube2c, and E2f8. A recent transcriptomic analysis study demonstrated cell cycle plays a crucial role in the spinal cord injury of aged mice (Hao et al., 2018). The drug involving cell cycle, such as β3-adrenergic innervation, has been reported to be applied in ICH experiment, which was considered as a potential target for ICH treatment (Shi et al., 2021). Among the above nine genes, latest studies have reported that Rrm2 could regulated cGAS-STING signaling pathway and the expression of IFN-β (Jiang et al., 2021), and Rps27a is one of new nuclear partners of STING, with the function of modulating dsDNA-triggered innate immune responses and binding the interactive factors of IRF3 transcript (Dixon et al., 2021). On the other hand, enrichment analysis of the more strongly downregulated genes in aged mice after ICH revealed that the largest functional cluster was myelination. This is in agreement with a recent RNA-seq experiment using the brains of aged and young mice. The analysis indicated that myelin- and oligodendroglia-related genes were among the most altered (Rivera et al., 2021). These results show that the combination of aging and ICH alter the expression of myelin-related genes and indicate the therapeutic importance of targeting white matter injury in ICH patients.

The current study has several potential limitations. The first is the relatively small sample size. The second limitation is that we only considered a single time point, i.e., 24 h after ICH. Although the selected time point is representative of the acute phase of brain injury in ICH, further efforts are needed to fully elucidate the injury mechanism using a larger sample size and studying changes in subsequent phases of injury is necessary. Overall, our data analysis revealed age-related changes under the influence of ICH based on RNA-seq. However, performing further manipulation of gain or loss of function is necessary for achieving solid evidence on effective regulating molecules related to pathological mechanism of brain injury after ICH.

## Conclusion

In conclusion, our study provides new insight into the different transcriptional responses to ICH between young and aged mice, which will improve our understanding of ICH pathology and help to translate the results of preclinical studies to a clinical setting.

## Data Availability Statement

The raw RNA sequencing data can be found in the NCBI with accession GEO number GSE200575.

## Ethics Statement

The animal study was reviewed and approved by the Ethical Committee of Chongqing Medical University.

## Author Contributions

QL, PX, WY, and XL conceived and designed the study. XL, WY, QW, YS, FL, ZX, XY, XX, and RD performed the experiment. XL, WY, and YS performed data collection. XL wrote the manuscript. QL, AM, and WY revised the manuscript. All authors analyzed the data, reviewed the final manuscript, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

ICH: intracerebral hemorrhage
DEGs: differentially expressed genes
RNA-seq: RNA-sequencing
RT-qPCR: real-time quantitative polymerase chain reaction
IFN-β: interferon-β
NDS: neurological deficit score
FC: fold change
GO: gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
IPA: ingenuity pathway analysis
PCA: principal component analysis
PC: principal component
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
BP: biological process
MF: molecular function
CC: cellular component
STAT: signal transducer and activator of transcription
cGAS: cyclic GMP-AMP synthase
ZBP1: Z-DNA -binding protein 1
IRF3/7: interferon regulatory factor 3/7
STING: stimulator of interferon genes
TBK1: TANK binding kinase
PPI: protein–protein interaction
STRING: search tool for the retrieval of interacting genes/proteins
MCODE: molecular complex detection
FDR: false discovery rate
FPKM: fragments per kilobase of transcript sequence per Millions mapped reads
ceRNA: competing endogenous RNA.

How the deposited data were processed for this re-analysis (not part of the article)

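RNA-seq was analysed from 12 samples of perihematomal caudate putamen, 3 each from young sham, young ICH, aged sham and aged ICH mice, taken 24 h after the injection of 0.075 U of collagenase in 0.4 µl or after sham surgery. Young mice were 8 to 10 weeks and aged mice 20 to 22 months old, and each sample pooled 2 to 3 mice. The behavioral tests and the RT-qPCR measurements of the paper were not analysed here. The samples were assigned to groups by their labels, which name the age, the surgery and a replicate number, and all 12 columns of each kind in the table could be assigned, with 0 left over.

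The authors aligned paired reads to GRCm38 with Hisat2, counted reads per gene with FeatureCounts and deposited, for 54833 genes, the raw count and the FPKM of each sample in one table. Counts are not normalized, and FPKM are divided by transcript length and by the number of mapped fragments. No strand setting, no treatment of reads with several alignments and no filter on genes is given in the sources used here. Overlapping genes, antisense genes and families with near-identical members, such as the protocadherins, the Ifit and Oas genes, the hemoglobins and the histocompatibility genes, could share reads, and their values are uncertain to that extent. Of the genes, 387 carry only a number of the authors and 315 of these were tested. Gene positions and types were taken by gene identifier from an annotation of the same build with 55536 genes (GENCODE vM21). The table writes 11 gene symbols as dates, such as 5-Mar.

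The depth, as reads counted on genes, ranged from 28410896 to 37785160 per sample, and 29642 to 31307 genes had at least 1 count in a sample. Whether the precision of most expressed genes was set by counting or by the spread between samples was not tested. Genes with few counts in all samples, among them those of the type I IFN ligands, could not be tested.

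Counts were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1 and R 4.3.3), with TMM normalization, all 12 samples in one fit with 4 groups, and the 21495 genes that passed filterByExpr with a minimum count of 10. The comparisons were aged sham vs. young sham, young ICH vs. young sham, aged ICH vs. aged sham and aged ICH vs. young ICH, and the interaction was the difference of the responses to ICH. A DEG had FC > 1.5 or FC < 0.67, which is a log2FC above 0.585 or below −0.578, and an unadjusted *P* under 0.05, as in the paper. Benjamini-Hochberg adjusted values over all genes tested are given beside them. Standard errors of log2FC were computed as the absolute log2FC divided by the square root of the F statistic. Genes more upregulated or more downregulated in the aged ICH group were chosen by the criterion of the paper's Table 1. CPM are counts scaled to the normalized library size, and log2 CPM were computed with a prior count of 2.

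Lists of genes were tested with limma's fry, a rotation test for the members of a list as a whole, with adjustment over the 45 lists in each comparison. Of these, 29 were written from general knowledge before the data were examined, and 16 were taken from the paper's supplementary tables, where they had been chosen on these samples. The written lists cover type I IFN, IFN-γ and cytosolic DNA-sensing genes, myelin and oligodendrocyte, oligodendrocyte precursor, cell cycle, neural progenitor, choroid plexus, ependymal, pituitary, red blood cell, neutrophil, monocyte and macrophage, T cell, NK cell, B cell, homeostatic microglia, disease-associated microglia, astrocyte, reactive astrocyte, endothelial, fibroblast, striatal, cortical and general neuronal genes, immediate early and heat shock genes, and genes that check sex and substrain. The design of each test, the alternatives, the written lists and the rule for the genes named in the text were fixed at the same time. By that rule, genes named in the text come from those that the paper names in its text for RNA-seq or RT-qPCR, labels in Fig. 3 or lists in Supplementary Table 4 or under cytosolic DNA-sensing in Supplementary Table 3, whose values in the paper's tables and figures were seen. They also come, in each comparison, from the 5 upregulated and the 5 downregulated DEGs with the smallest *P* among those in which every sample of one group lay above every sample of the other, the same numbers for the interaction without the latter condition, and from the members of a list where that list is discussed. The rule was set to name all of the first 2 kinds, but the text names only part of them, chosen after their values were seen, and a few are not reported here.

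Means over a list were compared between groups of 3 samples with two-sided exact permutation tests, whose smallest *P* is 0.1. For the interaction, age labels were exchanged within the sham and within the ICH samples. Principal components were computed from log2(FPKM + 1). Overlaps that share samples were set beside 20 simulated data sets in which age had no effect and 20 in which the age difference was equal in sham and ICH mice, with counts drawn from negative binomial distributions fitted to the samples. Both kinds gave more DEGs after ICH than the data. Between the ages, those with no effect of age gave fewer upregulated DEGs than the data (medians of 202 against 606 in sham and 213.5 against 476 in ICH mice), and those with an age difference more. In the latter the median was 997 downregulated genes in aged ICH against 607, 489.5 between the sham groups against 193, and 879 upregulated genes between the ICH groups against 476. Their overlaps are therefore not on the scale of the data, and no conclusion on chance was drawn from their size.

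The test was tested on simulated counts with the means and library sizes of the samples and 200 genes changed by a known 3-fold. In the 5 comparisons in the order above, with the interaction last, it recovered 100, 99.5, 100, 99.5 and 98.5% of the changed genes and called 2.13, 1.89, 1.93, 1.95 and 2.96% of the unchanged ones, on 21158, 21146, 21185, 21173 and 21182 genes. Of the unchanged genes 7, 7, 9, 21 and 5 passed the adjustment, and of the changed ones 96.5, 97.5, 94.5, 98 and 86.5%. The list of changed genes had an unadjusted *P* of 4.64e-11 or less with fry, and a list of unchanged genes 0.0988, 0.00905, 0.504, 0.29 and 0.505, the second of which is a false call without adjustment.

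The alternatives were DESeq2 1.42.0 with all samples or with the 2 groups compared, edgeR with the 2 groups compared, RLE size factors, no filter on low counts, a filter at a mean CPM of 1, the adjusted *P* as criterion, an absolute log2FC above 1.5, the replicate number as a block, counts thinned to the smallest library, genes with a name only, each sample left out in turn, camera in place of fry, and other scalings of the principal components. DESeq2 without a filter on low counts was added after the counts of DEGs had been seen. Several checks were also changed after a first result. The rule by which the distance ratios of the principal components are compared between settings was replaced, because 3 samples against 3 cannot reach a *P* under 0.05. A test of the cell cycle genes was moved from the paper's module, which was chosen for the pattern, to genes outside it, and a gene of the module that carries another symbol in the annotation was later taken out of these. A test of the genes in Fig. 5C was replaced by one that keeps the sham samples apart, and its first version, in which some samples were used on both sides, was corrected. Controls were added to a test of neighboring genes after its result was seen, a test of hemoglobin genes was dropped and then restored, and the readings of a test of one aged sham sample and of one of Ide were changed to undecided. The reading for Ide is undecided except for a copy number difference that spans the genes up to Fgfbp3.

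GO, KEGG and IPA enrichment and the PPI networks were not rerun, since they need databases not used here. Sheets 4 to 6 of Supplementary Table 2 were held only in part, and no overlap or set test was run on them. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.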

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

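The test of the choroid plexus genes, and the controls of the test of neighboring genes that leave out overlapping genes and gene families or use genes separated by ICH, were chosen only after the result was seen.

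In 4 genes the response to ICH went in opposite directions in young and aged mice, each a DEG in both ages with no overlap between the samples of ICH and sham. They were chosen for this pattern, and Gm8066 and 5830454E08Rik lie outside the rule for named genes. Gm7327, a processed pseudogene on chromosome X, rose by 0.85 in young mice and changed by −0.99 in aged mice on the log2 scale (interaction, an unadjusted *P* of 0.000372). Gm8066, a noncoding RNA on chromosome 5, had −0.72 and 0.61 (0.00286), Tnnc1 on chromosome 14 −0.72 and 0.72 (0.00203), and 5830454E08Rik 0.73 and −0.66 (0.0021). The adjusted *P* of the interaction was 1 in each with edgeR. In 74 of 100 exchanges of age labels, drawn from 200, as many genes met the criteria for the interaction as with the real labels, so chance cannot be excluded for these genes. Low counts add to this for Gm7327, at 0.585 to 1.82 CPM over the samples, Gm8066, at 0.522 to 1.45 CPM, and 5830454E08Rik, at 0.359 to 0.799 CPM, and the reads of Gm7327 could belong to the gene it was copied from. A biological difference by age stays open. In mt-Nd4l, which also met the criteria in opposite directions (−1.14 and 0.74), the samples overlapped.

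Ttr, which encodes transthyretin, ranged from 5.259 to 3651 CPM over the 12 samples, a 694-fold range that did not follow the groups. It was highest in young ICH replicate 3 and also high in aged ICH replicates 1 and 2, at 1423 and 1810 CPM. Without young ICH replicate 3 its log2FC in young mice changed from 2.35 to −3.61. All 18 other choroid plexus markers tested had their highest level in the same sample as Ttr. Over the samples, their deviations from the group means correlated with those of Ttr with a median of 0.972. This is consistent with choroid plexus tissue carried along in some dissections, a test that could have come out otherwise had the markers peaked in different samples. The markers as a list had a median log2FC of −1.57 in aged sham vs. young sham (fry, adjusted *P* = 0.575), 1.68 in young ICH (fry, adjusted *P* = 0.768) and 2.69 in aged ICH (9 DEGs, fry, adjusted *P* = 0.287). Between the ICH groups the median was −0.43, the mean −0.385 and the direction of the test up (fry, adjusted *P* = 0.851). The interaction median was 1.02. With 1 sample left out the median in young ICH ranged from −2.164 to 2.253, the lowest without young ICH replicate 3, and the interaction from 0.488 to 5.087, and the mean over the list differed between young ICH and young sham by −0.038 (exact permutation test, *P* = 1). Folr1 and Sostdc1, which the paper lists under axon regeneration or cell-cell signaling in aged sham mice, are among these markers. A change of the choroid plexus with age or ICH was not tested separately.

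Between all 6 aged and all 6 young samples, 162 genes were higher in every aged sample and 89 lower, where chance gives 46.5 such genes, or 0.216% of those tested. The paper compares the ages within sham and within ICH mice and does not report this set. If young and aged mice differed by inheritance, such genes would lie next to each other more often than by chance. Of 21169 genes with a position, 8 neighboring pairs changed in the same direction, against a median of 1 and a highest value of 8 in 10000 permutations (permutation test, *P* = 3e-04). Of these pairs 4 consist of overlapping genes, whose reads could be shared. Without them 4 pairs were left (permutation test, *P* = 0.035), and without pairs of one gene family 3 (permutation test, *P* = 0.097), among them Fgfbp3 and Btaf1 on chromosome 19. For comparison, an equal number of genes separated in the same manner by ICH was taken, those with the largest gap relative to the spread. Of these, 248 had a position, and 0 pairs were neighbors, against a median of 1 by chance. The number of genes that ICH separates was thus fixed by this choice and is not a result. With 3 pairs, inherited differences and an effect of age cannot be told apart, because any inherited difference between the 2 cohorts would be confounded with age.

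Ide was higher in aged mice, with a log2FC of 0.874 between the sham groups, and so was Fgfbp3 nearby, with 0.73 (edgeR, adjusted *P* = 0.104). Both belong to a list of 5 genes that differ between C57BL/6 substrains, of which 4 were tested. The list had a median log2FC of 0.75 between the sham groups, with 4 of 4 higher and 2 DEGs, 3 that passed adjusted over the list alone and 1 over all genes (fry, adjusted *P* = 0.00017), and 0.54 between the ICH groups (fry, adjusted *P* = 0.000173). After ICH it changed by 0.07 in young (fry, adjusted *P* = 0.302) and 0.09 in aged mice (fry, adjusted *P* = 0.235), and the interaction was 0.01. Ide lies under the FC criterion between the ICH groups without young ICH replicate 1 (0.56) or aged ICH replicate 3 (0.58). A copy number difference that spans both genes would raise the genes in between as well. From Fgfbp3 to Ide, chromosome 19 from 36917550 to 37337852, the 4 genes in between had a median log2FC of 0.136 in sham and −0.001 in ICH mice, and 24 other genes within 1500000 bp had 0.096 and −0.055. Of the 4, Btaf1 rose by 0.43, and Cpeb3, 5-Mar and A330032B11Rik had 0.06, −0.13 and 0.22. A median near 0 over genes that go both ways decides nothing by itself. Cpeb3 and 5-Mar were well expressed, at 85.42 and 56.54 mean CPM, and had 0.07 and −0.07 between the ICH groups. Their values argue against a single difference that spans from Fgfbp3 to Ide. Btaf1, next to Fgfbp3, rose by 0.48 between the ICH groups too, and A330032B11Rik had only 0.39 mean CPM. The ends of a difference that leaves out Cpeb3 and 5-Mar are not known. Such a difference and an effect of age cannot be told apart. The paper names one supplier for both ages and no substrain.

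Of the DEGs between aged sham and young sham, 32 are genes that the authors list under numbers of their own, which the paper does not discuss. The one with the smallest *P* rose from 0.186 to 19.1 mean CPM. These genes have no position in the sources used here, so that neither reads shared with other genes nor an inherited difference could be tested for them, and no biological explanation was tested.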

How the results depend on the processing

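DESeq2 without a filter on low counts was chosen only after the results were seen, and the other settings were chosen earlier. Over 740 values of the summary results under the alternatives, 623 stayed within the range that counts as unchanged (1.5 times for a count of genes), and 117 moved. Without young ICH replicate 1 the distance ratio of the ICH groups was 1, which is no separation, against 1.016. Over 2405 values of named genes, 2260 kept their side of the criteria, 123 lost it and 22 gained it. No gene that met the criteria with all samples changed its direction under them, but Ttr, which missed them in young ICH vs. young sham at 2.351, met them without young ICH replicate 3 in the opposite direction, at −3.606 (edgeR, an unadjusted *P* of 0.0327). Over 3825 values of gene lists 3561 kept their side, 135 lost it and 129 gained it. All summary values stayed in that range with RLE size factors (29 of 29), thinned counts (24 of 24), genes with a name only (24 of 24) and edgeR with the 2 groups compared (21 of 21).

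With DESeq2 on the 2 groups compared, 360 genes were upregulated in aged sham mice and 157 were more upregulated in the aged ICH group. With DESeq2 on all samples, 1 gene passed the adjustment for the interaction, with or without the filter on low counts. The median log2FC of upregulated genes in young mice was 1.07 with DESeq2 on all samples without the filter and 1.05 on the 2 groups without it. Of the DEGs of edgeR, DESeq2 on all samples shared 613 of 799, 2362 of 2612, 1937 of 2164 and 591 of 756 in aged sham, young ICH, aged ICH and between the ICH groups. DESeq2 on the 2 groups shared 448, 2017, 1705 and 458 of them, and without the filter 489, 2113, 1752 and 486. The cause of these differences was not tested.

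Without a filter on low counts, more genes were tested. There were 920 up- and 349 downregulated genes between the sham groups, 796 and 484 between the ICH groups, 555 more upregulated and 317 more downregulated genes in the aged ICH group, 338 genes above and 449 below 0 for the interaction, and 133 genes upregulated in young mice and higher in young ICH. The median log2FC of upregulated genes was 1.119 in young and 1.115 in aged mice, and the median fall of downregulated genes 0.8814 and 0.9184. With a mean CPM of at least 1, fewer genes were tested. The same counts were 331 and 96, 252 and 137, 96 and 61, 37 and 126, and 24, with 116 genes upregulated in aged mice and higher in aged ICH and a median log2FC of 0.8851 for the upregulated genes in young mice.

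With the adjusted *P* as criterion, 19 genes were upregulated and 2 downregulated between the sham groups, 453 downregulated in young mice, 893 upregulated and 284 downregulated in aged mice, and 8 and 3 between the ICH groups. The sets of more upregulated and more downregulated genes in the aged ICH group held 81 and 51 genes. For the interaction 0 genes lay above and 0 below (edgeR, 606 genes with an unadjusted *P* under 0.05, and 1 by DESeq2). Genes shared between the ages were 659 up and 139 down, and the overlaps with the comparison of the ICH groups held 0 genes each. A stricter threshold leaves fewer genes by construction.

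With an absolute log2FC above 1.5, the counts of up- and downregulated genes were 128 and 18 between the sham groups, 409 and 55 in young mice, 311 and 37 in aged mice and 69 and 32 between the ICH groups. More upregulated and more downregulated genes in the aged ICH group numbered 16 and 6, interaction genes 25 and 55, and shared genes 202 and 9. Genes up in both ages and higher in aged ICH numbered 3, genes up in aged mice and higher in aged ICH 11, and genes up in young mice and higher in young ICH 11. The medians rose by construction to 2.079 and 1.86 for upregulated genes in young and aged mice and 1.708 and 1.634 for the fall of downregulated genes.

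For gene lists, camera with a preset correlation found 28 lists between the sham groups, 26 between the ICH groups and 25 for the interaction, against 7, 5 and 0 by fry, for which 4 lists had an unadjusted *P* under 0.05 for the interaction. With an estimated correlation camera found 0 lists in young mice, 0 in aged mice and 1 between the ICH groups, against 18, 25 and 5 by fry. The cause was not tested. Without a filter on low counts the B cell and NK cell lists passed in aged and young mice (0.0197 and 0.0184). Scaling and the choice of genes changed the distance ratios of the principal components after ICH, which were 1.302 in young and 1.315 in aged mice for genes that were not scaled and 1.412 and 1.487 for the 500 most variable genes.

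The replicate numbers did not pair the samples, since the deviations from the group means of same-numbered samples correlated above 0.1 in 5 of 18 pairs of groups, with a range from −0.454 to 0.235. With the replicate number as a block, 2 lists differed between the ICH groups in place of 5, and 28 of 29 summary values stayed in the range that counts as unchanged.

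Each sample was left out in turn, which leaves 2 samples in 1 group and assumes the spread of the other groups for it in part. Up- and downregulated genes then numbered 471 to 707 and 161 to 292 between the sham groups, 1569 to 2201 and 572 to 972 in young mice, 1196 to 1698 and 451 to 1098 in aged mice, and 368 to 740 and 240 to 451 between the ICH groups. More upregulated genes in the aged ICH group ranged from 170 to 410, more downregulated genes from 105 to 432, interaction genes from 105 to 260 above and 192 to 403 below, and from 0 to 0 after adjustment with edgeR. Genes shared between the ages ranged from 843 to 1072 up and from 194 to 374 down, those also higher in aged ICH from 38 to 105, genes up in aged mice and higher in aged ICH from 104 to 335, and genes up in young mice and higher in young ICH from 56 to 164. The median log2FC of upregulated genes ranged from 0.9925 to 1.051 in young and 0.9625 to 1.079 in aged mice, and the median fall of downregulated genes from 0.7689 to 0.8668 and from 0.7898 to 0.9144. The share higher in aged sham among genes more upregulated in young mice ranged from 81.72 to 92.01% and the share higher in aged ICH from 34.47 to 51.4%. Lists that changed numbered 3 to 11 between the sham groups, 14 to 20 in young mice, 21 to 27 in aged mice, 1 to 8 between the ICH groups and 0 to 1 for the interaction. The distance ratios ranged from 1.033 to 1.084 between the sham groups, 1.089 to 1.234 in young mice, 1.09 to 1.202 in aged mice and 1 to 1.037 between the ICH groups, the lowest without young ICH replicate 1.

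For the interaction, the genes above 0 numbered 177 without young sham replicate 1, 248 without young ICH replicate 2, 260 without young ICH replicate 3 and 171 without aged sham replicate 3, against 104 with all samples. Those below 0 numbered 403 without young sham replicate 1, 361 without young ICH replicate 2 and 353 without aged ICH replicate 2, against 232. The number of lists between the sham groups was 3 without any 1 of the young sham samples, 4 without aged sham replicate 1 or 3 and 11 without aged sham replicate 2. Between the ICH groups it was 2 without young sham replicate 3, young ICH replicate 1 or aged ICH replicate 2, 3 without young ICH replicate 2, 1 without young ICH replicate 3 or aged ICH replicate 1 or 3, and 8 without aged sham replicate 2. For the interaction it was 1 without young sham replicate 1.

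Depth did not separate the groups, and thinning all samples to the smallest total, 28410896 counts, moved no summary value out of the range that counts as unchanged. The genes themselves changed more than their number, since thinned counts kept 631 of the 799 DEGs between the sham groups, 2388 of 2612 in young mice, 1977 of 2164 in aged mice and 648 of 756 between the ICH groups. Of the named genes, 1 lost the criteria in thinned counts, which was Mb21d1, the gene of cGAS, in aged ICH vs. aged sham (0.56). Genes with few counts, which enter without a filter, are the ones that depth limits.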

Differences from the paper's values

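Between aged ICH and young ICH, the paper states 190 upregulated and 438 downregulated genes, and edgeR here gave 476 upregulated and 280 downregulated genes. Of the alternatives set before the data were examined, only a filter at a mean CPM of 1 brought the upregulated genes within 1.5 times of the paper's number, with 252. The downregulated genes came within that range without a filter on low counts (484), without young sham replicate 1 (295), without young ICH replicate 2 (424), without young ICH replicate 3 (302) and without aged ICH replicate 2 (451). None of the other alternatives did, among them DESeq2 on all samples (380 and 241), DESeq2 on the 2 groups compared (340 and 190), edgeR on the 2 groups compared (443 and 226), RLE size factors (466 and 287), the adjusted *P* (8 and 3), a log2FC above 1.5 (69 and 32), the replicate block (474 and 255), thinned counts (453 and 258) and genes with a name only (454 and 278). Upregulated genes outnumbered downregulated ones under each of these settings, whereas the paper's text gives the opposite order. DESeq2 on the 2 groups without a filter on low counts, which was chosen after seeing the values, gave 398 and 231, outside that range for both. Its total was 629, against 628 in the paper, and in aged sham, young ICH and aged ICH its totals were 644, 2348 and 2023, against 641, 2337 and 2005. The total is thus close and the division into up- and downregulated genes is what differs. Set against the paper's 2 numbers in exchanged order, both 398 and 231 and the 476 and 280 of edgeR lie within 1.5 times. The number of the paper's own DEGs that this setting drops was not computed. The Venn diagram in Fig. 5B of the paper shows more upregulated than downregulated genes for this comparison, the order found here.

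The paper names E2f8 in the cell cycle module of genes more upregulated in the aged ICH group. Here its log2FC in aged mice was 1.00 with an unadjusted *P* of 0.0529, so it missed the criteria, and it met them with DESeq2, without a filter on low counts, with the replicate block, and without young ICH replicate 1 or 2, aged sham replicate 1, or aged ICH replicate 2 or 3. The 8 other genes of the module met the criteria, among them Sgol1, which is Sgo1 in the annotation (1.32, an unadjusted *P* of 0.00414).

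Folr1, which the paper lists under axon regeneration and cell-cell signaling among the genes downregulated in aged sham mice, had a log2FC of −1.85 (edgeR, adjusted *P* = 0.703) and missed the criteria, which it met in the fits of the 2 groups compared. Of the genes the paper lists under 5 terms for this comparison, 33 of 35, 14 of 14, 11 of 13, 3 of 4 and 8 of 13 tested met the criteria, for inflammatory response, leukocyte chemotaxis, reactive oxygen species, axon regeneration and cell-cell signaling in that order.

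The paper states that the expression profiles of the 4 groups were different in the plot of principal components. Here the distance ratio of aged ICH and young ICH was 1.016 (exact permutation test, *P* = 0.3), and those of the 3 other comparisons made, between the sham groups and after ICH in each age, were 1.058 to 1.154 (exact permutation test, *P* = 0.1 each, the smallest possible).

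The paper concludes that ICH activated genes of the IFN-β response more strongly in aged than in young mice. The type I IFN genes were higher in aged ICH than in young ICH in 40 of 40 cases, in the direction the paper states. The difference between the responses had a median of 0.61 and did not pass the test of the interaction (fry, adjusted *P* = 0.648).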

Other observations

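The tests of striatal and cortical genes, of the aged sham sample with low IFN genes, of the cell cycle genes outside the paper's module, of simulated equal responses, of sham samples kept apart and of the hemoglobin genes were chosen only after the result was seen. The other splits of the samples and the exchanges of age labels were chosen earlier.

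The 6 samples of each comparison were divided in all 10 ways into 3 against 3, and edgeR and fry were run on each split with the 6 samples alone. As many DEGs as with the real groups were found in 1 of 10 splits, the real one, for aged sham vs. young sham (730 DEGs, at most 612 in another split), for young ICH vs. young sham (2391 and 925) and for aged ICH vs. aged sham (2110 and 750). For aged ICH vs. young ICH they were found in 3 of 10 splits, since 669 DEGs were found with the real groups and 1076 when young ICH replicates 1 and 3 and aged ICH replicate 2 were set against the rest. The numbers of lists were reached in 2 of 10 splits between the sham groups (3 lists, at most 7 in another split), in 1 of 10 in young mice (15 and 0), in 1 of 10 in aged mice (22 and 0) and in 2 of 10 between the ICH groups (1 and 1). With 10 splits a share under 0.1 is not possible, so this count alone decides nothing. After ICH, 1717 genes in young and 1177 in aged mice passed the adjustment over all genes (edgeR), so chance can be excluded for the responses to ICH as a whole. Between the sham groups only 21 genes passed and between the ICH groups 11, and other divisions of the ICH samples gave more DEGs than age did, so chance cannot be excluded for the number of DEGs in these 2 comparisons. In simulated counts with no effect of age, the upregulated DEGs had a median of 202 (184 to 233) between the sham groups and 213.5 (193 to 233) between the ICH groups, against 606 and 476 observed, and the downregulated DEGs 214 (195 to 232) and 215.5 (178 to 244), against 193 and 280. These counts were drawn for each gene alone, without the variation that many genes share within a sample, and real samples gave up to 612 and 1076 DEGs in other divisions, so they leave the question open. No batch is given for these samples.

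Age labels were exchanged within the sham and within the ICH samples, with 100 exchanges drawn from 200. As many genes were more upregulated in the aged ICH group in 87 of 100 exchanges, as many more downregulated in 73, and as many met the criteria for the interaction in 74. Chance can therefore not be excluded for the size of these sets. In simulated counts with equal responses in both ages, the criterion for more upregulated genes was met by a median of 459 genes and that for more downregulated genes by 254, against 243 and 136 observed. The simulations gave more DEGs than the data in every response to ICH, so their numbers are too high to be set against the observed ones, and sampling variation around equal responses and a larger response in aged mice cannot be told apart by them. The criterion asks for a difference between the log2FC of the 2 ages but not for a test of it. A larger response of single genes or lists in aged mice stays open. The 79 genes that were upregulated in both ages and higher in aged ICH than in young ICH were reached in 1 of 100 exchanges, the real one, with at most 71 genes in another and a median of 4. Chance is thus unlikely for the size of that set with all samples, although only 100 of the 200 exchanges were drawn. The size also rests in part on aged ICH replicate 1, without which the set held 38 genes. All 79 were also higher in aged sham mice, and an age difference present before ICH stays open beside a biological effect of age after ICH.

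The type I IFN genes were lower in aged sham replicate 2, at a mean log2 CPM of 2.35, than in aged sham replicates 1 and 3, at 3.68 and 3.43. Without this sample the difference between the responses of aged and young mice had a median of 0.34 in place of 0.61 (fry, an unadjusted *P* of 0.51 and 0.245), and the response of aged mice 0.93 (0.0297). The difference stayed positive but was not separated from 0 with or without the sample, so whether the larger response rests on it cannot be told apart from a response that is larger in aged mice. The level of aged ICH does not depend on sham samples, and all 3 aged ICH samples lay above all 3 young ICH samples.

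The cell cycle genes of the paper's module were lower in aged sham than in young sham mice and at a like level in both ICH groups. A lower level in aged sham would then account for the larger log2FC in aged mice. The module was chosen for this log2FC, so the test was made on 15 cell cycle genes outside it. Their median was −0.222 between aged sham and young sham, with 14 lower (fry, an unadjusted *P* of 0.196), and −0.145 between the ICH groups (0.462). Over the whole list of 22 mitosis genes, which was not taken from the paper but holds 7 genes of the module, the mean log2 CPM was lower in each aged sham than in each young sham sample, by 0.589 (exact permutation test, *P* = 0.1, the smallest possible), and the difference between the ICH groups was −0.179 (exact permutation test, *P* = 0.9). The values go in the direction of a lower level in aged sham mice. With 3 samples against 3, and without the module's genes no test that passed, this account and a larger response of aged mice cannot be told apart.

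Among genes with a larger log2FC in young mice after ICH, most were higher in aged sham than in young sham mice, as in Fig. 5C. With the sham samples that enter the log2FC kept apart from those in which the sham groups were compared, in 9 splits, the share was 67.9% in the median (57.2 to 77.1), so shared sham samples were not the whole cause. The share among all genes upregulated in young mice was 68.2% in the same splits, and 50.9% among all genes tested. The genes with the larger response in young mice were therefore no more often higher in aged sham mice than upregulated genes in general. That genes which respond to ICH are already higher in aged mice is a hypothesis from the same data.

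The reactive oxygen species genes that the paper lists include hemoglobin genes, and blood left in the tissue could raise them. Without the hemoglobin genes, the 10 genes left had a median log2FC of 1.404 between aged sham and young sham, against 1.502 with them (fry, an unadjusted *P* of 0.00614 and 0.00345). The list was chosen on these samples for being higher in aged mice, so the test decides nothing about the rest of the list.

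Striatal and cortical genes moved in opposite directions between samples of one group. Over 12 samples, the deviations from the group means of the 2 lists had Pearson's r of −0.841 (permutation test, *P* = 0.0073) and Spearman's rho of −0.825 (permutation test, *P* = 0.016), from 100000 permutations and the only relation of this kind computed. Without the 2 samples farthest from the median r was −0.867. This is consistent with pieces of tissue that held different shares of striatum and cortex, which would add to the spread between samples in every comparison. As lists, striatal genes (13 tested) had a median log2FC of 0.01 between the sham groups (fry, adjusted *P* = 0.993), −0.94 in young ICH (fry, adjusted *P* = 0.275), −1.10 in aged ICH (fry, adjusted *P* = 0.122, and 0.0254 without aged ICH replicate 2) and −0.26 between the ICH groups (fry, adjusted *P* = 0.761). Cortical genes (11 tested) had −0.35, −0.50, −0.03 and −0.06 (fry, adjusted *P* = 0.537, 0.365, 0.796 and 0.856). No biological explanation was tested.

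The paper measured several genes of the cGAS-STING pathway by RT-qPCR, and those values were not analysed here. It reports a rise of cGAS, ZBP1 and IFN-β after ICH in aged mice and none in young mice. Whether the RT-qPCR samples came from the mice that were sequenced is not stated, so the 2 measurements may not be independent. Ifnb1, the gene of IFN-β, had too few counts in the RNA-seq samples to be tested. In the RNA-seq samples, Mb21d1, which encodes cGAS (chromosome 9, 78430526 to 78443237), had 3.18 ± 0.344, 5.36 ± 0.666, 3.46 ± 0.554 and 5.28 ± 0.973 CPM in young sham, young ICH, aged sham and aged ICH (SD, n = 3 each). Its log2FC after ICH was 0.75 ± 0.18 in young mice (SE, edgeR, adjusted *P* = 0.0144) and 0.61 ± 0.18 in aged mice (edgeR, adjusted *P* = 0.0441), and −0.02 between the ICH groups (edgeR, adjusted *P* = 0.983). Mb21d1 thus met the criteria in young mice too, where the paper found no significant rise by RT-qPCR. In aged mice it missed the criteria without aged sham replicate 2 (0.50), aged ICH replicate 1 (0.55) or aged ICH replicate 3 (0.52). It also missed them there in thinned counts (0.56). Zbp1 rose by 1.49 ± 0.44 in aged mice (edgeR, adjusted *P* = 0.0454) and 0.67 ± 0.44 in young mice (edgeR, adjusted *P* = 0.312), where it was a DEG without young sham replicate 3 (1.08), with an interaction of 0.81. Irf7 rose by 1.42 ± 0.47 in aged mice (edgeR, adjusted *P* = 0.0698) and 0.17 in young mice (edgeR, adjusted *P* = 0.835). Between the ICH groups it was higher in aged mice by 1.32 (edgeR, adjusted *P* = 0.42), and no DEG without young ICH replicate 1 (1.20), young ICH replicate 2 (1.18) or aged ICH replicate 1 (1.04). Tmem173, which encodes STING, rose by 0.78 in aged mice (edgeR, adjusted *P* = 0.0214), or 0.56 without aged sham replicate 2, and by 0.50 in young mice (edgeR, adjusted *P* = 0.0849). Tbk1 had −0.01 in young and 0.04 in aged mice, and Irf3 0.59 (edgeR, adjusted *P* = 0.0021) and 0.45 (edgeR, adjusted *P* = 0.00996).

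Astrocyte genes (10 tested) had a median log2FC of 0.05 between the sham groups (fry, adjusted *P* = 0.375), 0.28 in young ICH (fry, adjusted *P* = 0.00586) and 0.03 in aged ICH with a mean of −0.029 and the direction of the test down (fry, adjusted *P* = 0.831). They were lower in aged ICH than in young ICH in 10 of 10 genes, by −0.18 (fry, adjusted *P* = 0.0375), which was above 0.05 without young sham replicate 2 (0.0558) or 3 (0.0552), young ICH replicate 1 (0.129), 2 (0.07) or 3 (0.0712), or aged ICH replicate 1 (0.0936), 2 (0.0603) or 3 (0.157), and with the replicate block (0.057). The interaction of −0.25 was below 0 in 10 of 10 genes and had the smallest *P* of all lists (fry, adjusted *P* = 0.161). Endothelial genes had 0.02, 0.30, −0.05 and −0.09 in the same comparisons (fry, adjusted *P* = 0.575, 0.0338, 0.55 and 0.287), with a mean of 0.053 and the direction of the test up in aged ICH. The value in young mice was above 0.05 without young sham replicate 2 (0.101) or 3 (0.125) or young ICH replicate 1 (0.0679), 2 (0.0634) or 3 (0.0764). Oligodendrocyte precursor genes had −0.27 between the sham groups (fry, adjusted *P* = 0.287).

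General neuronal genes fell after ICH by 0.22 in young mice (fry, adjusted *P* = 0.013) and 0.25 in aged mice (fry, adjusted *P* = 0.0173, and 0.0507 and 0.0533 without aged sham replicate 1 and aged ICH replicate 1). Immediate early genes had −0.63 in young ICH (fry, adjusted *P* = 0.121, and 0.0297 without young sham replicate 1) and 0.18 in aged ICH (fry, adjusted *P* = 0.794), with 11 of 11 higher for the interaction at 0.77 (fry, adjusted *P* = 0.485). Heat shock genes (9 tested) had a median of 0.08 in young ICH (fry, adjusted *P* = 0.472) and 0.09 with 4 DEGs in aged ICH (fry, adjusted *P* = 0.0112), and between the sham groups a median of −0.06, a mean of 0.01 and the direction of the test down (fry, adjusted *P* = 0.296). Homeostatic microglia genes had −0.05 in young ICH (fry, adjusted *P* = 0.504) and 0.00 in aged ICH, with a mean of −0.173 and the direction down (fry, adjusted *P* = 0.355).

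Red blood cell genes had a median of 2.29 in young ICH (fry, adjusted *P* = 0.107, and 0.033 without young ICH replicate 1) and 0.14 in aged ICH (fry, adjusted *P* = 0.889), with an interaction of −1.79. Fibroblast genes had 0.02 between the sham groups, with a mean of −0.121 and the direction down (fry, adjusted *P* = 0.86), 0.59 in young ICH (fry, adjusted *P* = 0.0772, and 0.0442 without young sham replicate 1) and 0.33 in aged ICH (fry, adjusted *P* = 0.518). Ependymal genes had 0.01 with a mean of −0.012 and the direction up between the sham groups (fry, adjusted *P* = 0.993), 0.75 in young ICH (fry, adjusted *P* = 0.502) and 0.15 in aged ICH (fry, adjusted *P* = 0.817). The 9 neural progenitor genes tested had −0.13 (fry, adjusted *P* = 0.375), −0.19 (fry, adjusted *P* = 0.0538) and −0.21 (fry, adjusted *P* = 0.103) in the same comparisons. The value in young mice passed with RLE size factors (0.0484) and without aged ICH replicate 2 (0.0105) or 3 (0.0385), and that in aged mice without aged ICH replicate 2 (0.00679). Pituitary genes (3 of 9 tested) had −0.24 between the sham groups (fry, adjusted *P* = 0.296) and 0.02 and 0.15 after ICH in young and aged mice (fry, adjusted *P* = 0.809 and 0.794). Gh had 58 counts in all, 37 of them in aged ICH replicate 1, and was not tested. The genes that check sex had 0.10, 0.02 and −0.03 (fry, adjusted *P* = 0.139, 0.0727 and 0.585), the value in young mice passing without aged ICH replicate 2 (0.0477).

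The genes that the paper lists for aged sham mice under axon regeneration changed after ICH by −0.45 in young mice, with a mean of 0.192 and the direction of the test down (fry, adjusted *P* = 0.00766), and by 0.11 in aged mice, with a mean of 0.943 and the direction down (fry, adjusted *P* = 0.942). The interaction was 0.81 (fry, adjusted *P* = 0.161, and 0.0321 without young sham replicate 1). Between aged ICH and young ICH they had −0.50 (fry, adjusted *P* = 0.0188), which was above 0.05 without young ICH replicate 2 (0.0585) or 3 (0.11) or aged ICH replicate 1 (0.0549) or 3 (0.107). The cell-cell signaling genes had −0.03 in young ICH, with a mean of 0.181 and the direction down (fry, adjusted *P* = 0.068, and 0.0442 and 0.0227 without young sham replicate 1 and young ICH replicate 3), and 0.25 in aged ICH (fry, adjusted *P* = 0.675). The reactive oxygen species genes had 1.94 in young ICH (fry, adjusted *P* = 0.00264) and 0.52 in aged ICH (fry, adjusted *P* = 0.0112), with an interaction of −1.09 in 13 of 13 genes (fry, adjusted *P* = 0.434). In the comparison of aged ICH with young ICH, the inflammatory response genes had 0.68 (fry, adjusted *P* = 0.0994) and the leukocyte chemotaxis genes 0.89 (fry, adjusted *P* = 0.0859), both with 0.0291 without aged sham replicate 2 and 0.0387 without aged sham replicate 3.

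The gene with the smallest *P* for the interaction was Rn7sk, a short noncoding RNA with many near-identical copies in the genome (chromosome 9, 78175303 to 78175633), at 1.75 ± 0.26 (SE, edgeR, adjusted *P* = 0.479). It was lower in aged sham than in young sham mice, at −1.09 (edgeR, adjusted *P* = 0.0585). Cd22, a receptor of B cells and microglia, had an interaction of −2.08 ± 0.45 (edgeR, adjusted *P* = 1).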
